# Integrative multi‐omics analysis of intestinal organoid differentiation

**DOI:** 10.15252/msb.20188227

**Published:** 2018-06-26

**Authors:** Rik GH Lindeboom, Lisa van Voorthuijsen, Koen C Oost, Maria J Rodríguez‐Colman, Maria V Luna‐Velez, Cristina Furlan, Floriane Baraille, Pascal WTC Jansen, Agnès Ribeiro, Boudewijn MT Burgering, Hugo J Snippert, Michiel Vermeulen

**Keywords:** adult intestinal stem cells, enterocytes, Hnf4g, organoids, systems biology, Development & Differentiation, Genome-Scale & Integrative Biology, Stem Cells

## Abstract

Intestinal organoids accurately recapitulate epithelial homeostasis *in vivo*, thereby representing a powerful *in vitro* system to investigate lineage specification and cellular differentiation. Here, we applied a multi‐omics framework on stem cell‐enriched and stem cell‐depleted mouse intestinal organoids to obtain a holistic view of the molecular mechanisms that drive differential gene expression during adult intestinal stem cell differentiation. Our data revealed a global rewiring of the transcriptome and proteome between intestinal stem cells and enterocytes, with the majority of dynamic protein expression being transcription‐driven. Integrating absolute mRNA and protein copy numbers revealed post‐transcriptional regulation of gene expression. Probing the epigenetic landscape identified a large number of cell‐type‐specific regulatory elements, which revealed Hnf4g as a major driver of enterocyte differentiation. In summary, by applying an integrative systems biology approach, we uncovered multiple layers of gene expression regulation, which contribute to lineage specification and plasticity of the mouse small intestinal epithelium.

## Introduction

The mammalian small intestinal epithelium is organized in glandular structures called crypts of Lieberkühn and finger‐like structures called villi. New cells are constantly generated in the crypts to replace differentiated cells at the flanks of the villi, making the intestinal epithelium one of the fastest proliferating mammalian tissues. The driving force behind this constant self‐renewal are adult stem cells that are located at the crypt base and divide once a day. These stem cells, marked by expression of the leucine‐rich repeat G‐protein‐coupled receptor Lgr5 (Barker *et al*, 2007), give rise to a dividing pool of progenitor cells that migrate upward to differentiate and populate the villi with various specialized cell types that are involved in processes such as nutrient uptake, secretion of hormones, and mucus secretion. Interestingly, the intestinal epithelium displays remarkable cellular plasticity. Models making use of irradiation and specific depletion of the stem cell pool have demonstrated rapid regeneration of fully functional crypt units, suggesting that plasticity of non‐proliferative cells contributes to the regeneration process (Tian *et al*, 2011; Metcalfe *et al*, 2014). Indeed, recent evidence suggests that a variety of committed progenitor cells can convert back to Lgr5^+^ stem cells upon external stimuli to ensure intestinal homeostasis (van Es *et al*, 2012; Tetteh *et al*, 2016; Jadhav *et al*, 2017; Yan *et al*, 2017). The molecular mechanisms, which facilitate this cellular plasticity, are just becoming to be unraveled. Among others, previous work has revealed a broadly permissive chromatin structure that remains present upon differentiation of Lgr5^+^ stem cells toward secretory and enterocyte precursors, suggesting that modular expression of one or a few transcription factors may be sufficient to trigger a global rewiring of gene expression and cellular phenotype. Indeed, broadly permissive chromatin that remains shared between cell‐type progenitors provides a possible molecular explanation for the high degree of cellular plasticity in the intestinal epithelium (Kim *et al*, 2014).

Studying gene expression regulation in adult intestinal stem cells and their differentiated progeny has been quite challenging. Mouse models only provide limited amounts of material for resource‐demanding technologies, while protocols to culture these cells *in vitro* have been lacking. However, recently, it was shown that isolated Lgr5^+^ adult stem cells from the mouse gut can form “miniguts” or organoids *in vitro* in a well‐defined semi‐solid culture medium supplemented with essential growth factors (Sato *et al*, 2009). These organoids self‐organize into an epithelial structure that is phenotypically and functionally reminiscent of the *in vivo* situation in the intestine of an adult mouse. Most importantly, all major intestinal cell types are continuously generated from the proliferative stem cell/progenitor pool followed by differentiation and migration toward their correct positioning along the crypt–villus axis. Intestinal organoids have great potential to study cell‐type specification in the intestine, but their inherent multicellular heterogeneity represents a major drawback when combined with systems biology approaches to study gene expression regulation per cellular lineage.

Here, we show that minor modifications of the organoid culture medium to generate cell‐type enriched mouse intestinal organoids, e.g., stem cell or enterocyte, can be used in combination with a multi‐omics framework to decipher the molecular mechanisms that drive cell fate changes in small intestinal organoids. Our data reveal a global rewiring of the proteome and transcriptome during adult intestinal stem cell differentiation, with the large majority of dynamic protein expression being accompanied by a change in the corresponding transcript. Furthermore, we show that the Polycomb machinery represses a small but important subset of transcripts during adult intestinal stem cell differentiation. Finally, we identified the nuclear receptor hepatocyte nuclear factor 4 gamma (Hnf4g) as a major driver of enterocyte‐specific gene expression patterns in intestinal organoids. Remarkably, loss of Hnf4g results in a partial loss of enterocyte‐specific gene expression and an increase in secretory cells such as goblet cells in organoids and in the mouse small intestine. These datasets provide a rich resource for the community. Moreover, being applicable to all types of organoid cultures, including of human origin, our workflows represent a blueprint for future endeavors aimed at deciphering gene expression regulation in heterogeneous epithelial organoid cultures.

## Results

### Generation of stem cell‐enriched and stem cell‐depleted mouse small intestinal organoid cultures

To study *in vitro* differentiation of adult intestinal stem cells in a controlled manner, we generated cell‐type enriched mouse small intestinal organoid cultures. To generate Lgr5^+^ intestinal stem cell‐enriched organoids, we supplemented the organoid culture medium (ENR; EGF, Noggin, R‐Spondin; Sato *et al*, 2009) with CHIR99021 and valproic acid (CV), to influence Wnt and Notch signaling, respectively (Yin *et al*, 2014; Kishida *et al*, 2017). To induce overall differentiation, mainly toward enterocytes, we removed R‐Spondin, a Wnt signaling enhancer, from the culture medium (EN) to mimic the diminishing Wnt gradient along the crypt flanks (Fig 1A; Farin *et al*, 2016; Yin *et al*, 2014). As a reference, we compared cell‐type‐enriched organoids to organoids grown in regular culture medium (ENR). To evaluate the efficiency of stem cell enrichment and depletion in CV and EN organoids, respectively, we made use of organoids containing a GFP reporter at the endogenous Lgr5 locus, thus enabling visualization of the adult Lgr5^+^ intestinal stem cells (Tian *et al*, 2011; Fig 1B). Reassuringly, while Lgr5^+^ stem cells are restricted to the bottom of the crypts in ENR organoids, they become the dominating cell type in CV organoids, while they are absent after R‐Spondin removal in EN organoids. To evaluate whether *in vitro* differentiation of organoids recapitulates *in vivo* differentiation along the intestinal crypt–villus axis, we compared deep proteomes of the organoid cultures (> 8,600 identified proteins) to proteomes from freshly isolated crypts and villi from the mouse small intestine (Fig 1C). When comparing dynamically expressed proteins in CV, ENR, and EN organoids to crypt and villi samples, we observed a striking correlation between the EN and the villus proteome, while ENR and CV show a reduced correlation. Thus, in agreement with inactivity of the Wnt pathway to stimulate enterocyte differentiation, the molecular signature of the EN organoid culture closely resembles the *in vivo* villus proteome, which is made up by more than 80% of enterocytes (van der Flier & Clevers, 2009). To determine whether these cell‐type enrichment methods are mouse strain independent, we compared the proteome of CV, ENR, and EN cultured small intestinal organoids from different genetic backgrounds (Fig EV1C). Reassuringly, a strong correlation between the enriched organoids cultures is observed. This indicates that cell‐type‐enriched organoid cultures can be used as an *in vitro* culture system to study adult intestinal stem cell maintenance and differentiation in a controlled manner. In this study, we employed a multi‐modal framework of state‐of‐the‐art techniques to study the global molecular landscape of these organoid cultures in an unbiased and comprehensive manner (Fig 1D).

**Figure 1:**
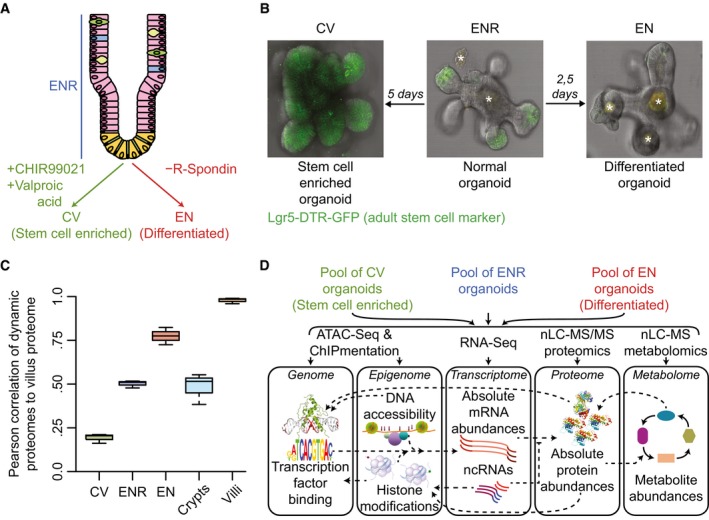
Small‐molecule‐driven cell‐type enrichment as a model for intestinal differentiation Illustration of the small intestinal crypt–villus structure and the organoid culture conditions that are used to enrich for specific cell types.Fluorescence microscopy images of typical mouse small intestinal organoids under different culture conditions. Lgr5^+^ intestinal stem cells are labeled with GFP, which are ubiquitously present, restricted to the bottom of the crypts and absent in CV, ENR and EN, respectively. * is auto‐fluorescence.Pearson correlations between villus proteome and the different organoid samples when focusing on proteins that are significantly changing between CV, ENR, and EN organoids, where the EN proteome correlates best with the villus proteome. The central line in each boxplot represents the median, the hinges are the first and third quartile, and the whiskers extend to the lowest and highest values within 1.5× the interquartile range from the hinges. Each sample was measured three times.Schematic overview of the multi‐omics approach that was taken to get a system‐wide profile of cell‐type‐enriched organoid cultures.

**Figure EV1:**
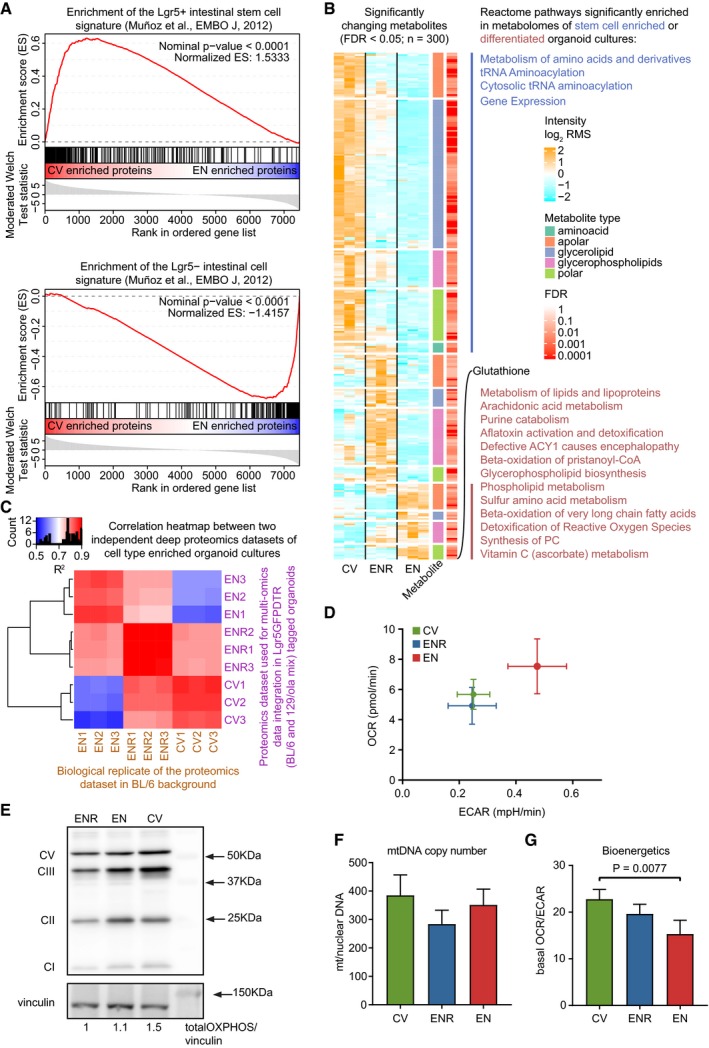
Validation cell‐type‐enriched culturing methods, metabolome dynamics, and mitochondria abundance and bioenergetics in differentiating organoids GSEA of Lgr^+^ and Lgr^−^ intestinal cell signatures from Munoz *et al* (2012) for CV‐ and EN‐enriched proteins.Heatmap showing the relative abundances of significantly changing metabolites measured with mass spectrometry‐based lipidomics and metabolomics. Relative change in abundance is shown as the log_2_ fold change over the row mean. Different classes of metabolites are color‐coded. Significantly enriched Reactome pathways (*P* < 0.05) are shown next to the corresponding cluster of metabolites.Correlation heatmap of two independent proteomics datasets of cell‐type‐enriched organoids cultures. The different genetic background organoids lack the GFP reporter compared to the Lgr5‐GFP‐DTR organoids.Overview of basal ECAR (glycolysis) and OCR (mitochondrial respiration) rates during basal measurements. Plotted data represent mean and SD of 4 independent experiments. Bioenergetics analysis was performed by Seahorse technology (mitochondrial stress test).Mitochondrial electron transport chain (ETC) complexes were analyzed by Western blot. Values indicate the sum of all complexes normalized by vinculin as a loading control. Representative image of four independent experiments.Mitochondrial DNA copy number was assessed by quantitative PCR of mitochondrial‐encoded genes and a nuclear‐encoded gene using total DNA as template. Bars indicate the mean and error bars SEM of four independent experiments.Basal OCR/ECAR ratio. Plotted data represent mean and SD of four independent experiments. Bioenergetics analysis was performed by Seahorse technology (mitochondrial stress test). *P*‐value is calculated with an unpaired two‐sided Student's *t*‐test.

### Global rewiring of the proteome and transcriptome during adult intestinal stem cell differentiation

To study gene expression dynamics in the different organoid cultures at the mRNA and protein level, we integrated mass spectrometry‐based proteomics and RNA sequencing data. 

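RNA was sequenced from 4 libraries of each organoid culture: CV, enriched for stem cells; ENR, the conventional mixed culture; and EN, enriched for enterocytes. For each transcript and library the authors deposited the expected read count that kallisto estimated, the TPM and an mRNA copy number. Their index held only transcripts whose proteins had been quantified by mass spectrometry. The table lists 9481 transcripts of 8978 gene symbols beside 92 spike-in transcripts. Libraries held between 5708785 and 8935493 expected counts, from 6716954 to 7420643 in CV, from 5733966 to 7484954 in ENR and from 5708785 to 8935493 in EN. The counts were rounded and compared with edgeR's quasi-likelihood test after TMM normalization, in 1 fit of all 12 libraries with Benjamini-Hochberg adjustment. The test covered 9288 transcripts with a count above 0 in at least 4 libraries, and a transcript was called changed at an adjusted p under 0.01. Values are given as CPM, the count relative to the library size after TMM normalization. In a principal component analysis of log2 CPM, the first component held 69.2% of the variance and the second 18.8%, and the 4 libraries of each culture lay together.

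Between EN and CV, 7096 transcripts changed, of which 3267 were higher and 3829 lower in EN. Between EN and ENR, 6756 changed, and between CV and ENR, 5569 changed. With the replicate number as a block the counts were 7063, 6705 and 5457. Deviations from the culture mean correlated between same-numbered libraries of different cultures with a mean r of 0.0626, against -0.021 for other pairs. Such deviations sum to 0 in each culture, so the negative value is no separate evidence. With only transcripts at or above the median mean count of all, 3976 of 4741 tested changed between EN and CV. The split by direction depends on the scaling. In alternatives chosen after seeing the data, 4330 were higher and 1202 lower in EN on the deposited copies, and 1473 were higher and 4292 lower with spike-in scaling.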

We made use of spike‐ins, both at the mRNA and at protein level, thus facilitating absolute quantification of the proteome and transcriptome. 

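Spike-in transcripts took 1.07% ± 0.128 (SD, n = 4) of the counts in CV, 0.953% ± 0.0913 in ENR and 1.08% ± 0.225 in EN. The deposited mRNA copy numbers, which the authors set from the spike-ins, summed to between 645250 and 870829 per library in CV, between 498750 and 1577570 in ENR and between 1554680 and 2546650 in EN. The EN libraries therefore lay above the CV libraries without overlap, while the ENR libraries differed by more than the gap between the other cultures. Scaling the counts to the spike-ins changed 2636 transcripts between CV and ENR, and the deposited copies gave 1657, both fewer than without that scaling.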

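The stem cell marker Lgr5 (NM_010195.2) had 90.1 ± 3.62 CPM (SD, n = 4) in CV and 1.81 ± 0.778 CPM in EN. Its log2 fold change from CV to EN was -5.55 (standard error 0.12, adjusted p = 1.9e-15 from edgeR's quasi-likelihood test). The EN value rests on few reads, with 3 to 17 counts per library. Axin2 changed by -5.86, Cd44 by -4.95 and Smoc2 by -3.13 on the log2 scale. Ascl2 counted 38 to 61 reads in each CV library and at most 3 in each EN library, too few there for a fold change. Mki67, a marker of proliferation, is listed as 2 transcripts, which changed by -4.92 (NM_001081117.2) and -2.19 (XM_006507413.3). Among differentiation markers, Muc2 changed by 7.92, Reg4 by 5.20 and Defa6 by 0.92 from CV to EN.

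Beyond the named markers, transcripts whose 4 EN values lay above all 4 CV values were ranked by fitted fold change. The largest rises included those in Mptx1 and Slc28a1, which were at the detection floor of 3 counts in CV. These rose at least 184-fold and 438-fold. The largest fitted falls were in Nup62cl, Hspb1 and Plod2, which were at the floor in EN. Their order and size are therefore not known. Their lowest CV libraries had 25.1, 15.7 and 107 CPM, while 3 counts were 0.642 CPM in EN2, the smallest EN library. In ENR they were low too, with at most 0.164, 0.126 and 1.01 CPM in a library. From ENR to EN, Nup62cl and Hspb1 passed an adjusted p of 0.01 in 0 of the settings tried. These falls therefore set CV apart from both other cultures and cannot be told apart from effects of the CHIR99021 and valproic acid in CV.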

Reassuringly, both at the protein and at mRNA level, intestinal stem cell markers are significantly enriched and depleted in CV and EN, respectively, while known differentiation markers show opposite dynamics (Figs 2A and EV1A, Dataset EV1). 

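Lgr5 had 129 ± 4.88 CPM (SD, n = 4) in ENR, a log2 difference of -0.52 in CV from ENR. Cd44 had 147 ± 9.75 CPM in CV and 36.1 ± 3.15 CPM in ENR, and Sox9 had 34.7 ± 3.25 and 27.1 ± 3.12 CPM in the same order. Axin2 had 69.3 ± 4.34 and 80.7 ± 4.34 CPM, Smoc2 304 ± 14.2 and 350 ± 8.05 CPM and Ascl2 5.85 ± 1.026 and 9.37 ± 2.02 CPM, lower in CV than in ENR. Of the differentiation markers, Vil1 had 861 ± 28.8 CPM and Muc2 had 111 ± 9.47 CPM in ENR. Muc2 in CV had 3.03 ± 0.392 CPM, from 21 to 27 counts per library.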

As expected, both stem cell and differentiation markers are expressed in the ENR organoid culture. 

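Vil1 (NM_009509.2) had 2235 ± 89.6 CPM (SD, n = 4) in EN, a log2 fold change of 1.38 from ENR (standard error 0.04, adjusted p = 2.5e-14 from edgeR's quasi-likelihood test). From ENR to EN, the log2 fold change was 1.88 for Alpi, 2.00 for Ptk6, 2.42 for Krt20 and 3.12 for Anpep. The difference from CV was 1.13 for Vil1, 2.02 for Alpi, 2.43 for Ptk6, 1.72 for Krt20 and 3.44 for Anpep. Alpi had 157 ± 10.5 CPM in CV, 172 ± 11.7 CPM in ENR and 635 ± 31 CPM in EN.

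**Figure D1:**
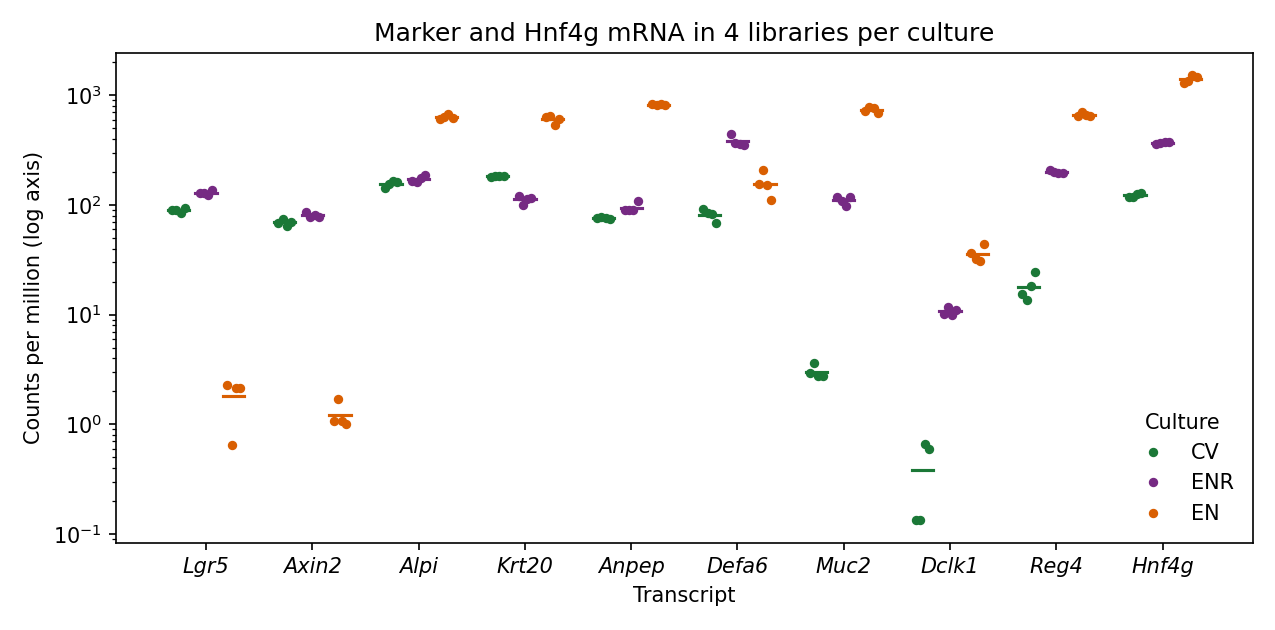
CPM of marker transcripts on a log axis, with 4 libraries per culture. Enterocyte markers such as Alpi, at 157, 172 and 635 CPM, sit highest in EN, and Lgr5, at 1.81 CPM in EN, sits lowest there.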

Interestingly, while the EN organoids are strongly enriched for enterocyte markers Vil1 (Sato *et al*, 2011), Alpi (Tetteh *et al*, 2016), Ptk6 (Haegebarth *et al*, 2006), Krt20 and Anpep (Merlos‐Suarez *et al*, 2011), other differentiation markers are not enriched in EN compared to ENR. These include Defa6, Muc2, Dclk1, and Reg4, which are markers for Paneth, goblet, tuft, and enteroendocrine cells, respectively. This further indicates that the EN organoid culture is strongly enriched for mature enterocytes.

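Defa6 (NM_007852.1) had 81.8 ± 10.2 CPM (SD, n = 4) in CV, 381 ± 43.2 CPM in ENR and 156 ± 39.5 CPM in EN, a log2 fold change of -1.30 from ENR to EN (adjusted p = 4.1e-07 from edgeR's quasi-likelihood test). Muc2 (NM_023566.3) had 739 ± 43.6 CPM in EN and was 2.73 higher there than in ENR (adjusted p = 2.6e-15, edgeR). Dclk1 (NM_001195538.1) had 0.383 ± 0.289, 10.7 ± 0.823 and 35.8 ± 5.83 CPM in CV, ENR and EN, with a log2 fold change of 1.75 from ENR to EN (adjusted p = 3.2e-08, edgeR). Reg4 (NM_026328.2) had 17.9 ± 4.66, 199 ± 5.5 and 666 ± 22.3 CPM, a difference of 1.74 between ENR and EN (adjusted p = 6.9e-12, edgeR). All 4 EN libraries lay above all 4 ENR libraries for Muc2, Dclk1 and Reg4, and below for Defa6. Over the settings tried, from ENR to EN the range of the log2 fold change was 2.21 to 4.00 for Muc2, 0.64 to 2.11 for Dclk1, 1.12 to 2.83 for Reg4 and -1.84 to -0.82 for Defa6.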

**Figure 2:**
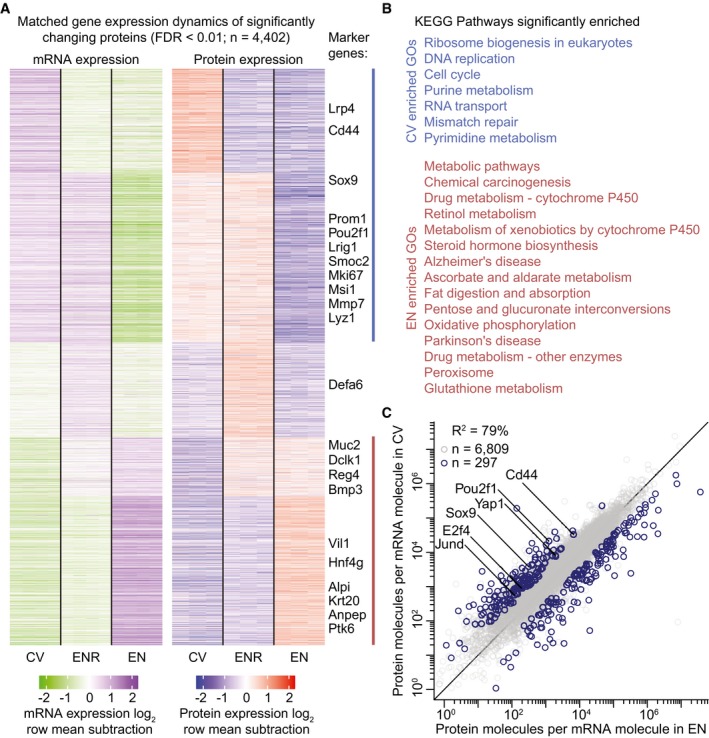
Intestinal differentiation is coupled with global rewiring of gene expression Two row‐matched heatmaps showing the relative change in mRNA expression (left) and protein expression (right) of significantly changing proteins. Known markers of intestinal homeostasis are highlighted. Relative expression is shown as log_2_ fold change over the row mean.KEGG pathways that are significantly enriched (FDR < 0.01) in stem cell‐enriched organoids (blue) and differentiated organoids (red). Colors correspond to lines in (A) to show which gene clusters were used for enrichment analysis.Scatterplot showing the amount of protein copy numbers per mRNA molecule in CV and EN organoids. Proteins with significantly changing protein over mRNA ratios (FDR < 0.05 and fold change > 3 in both CV/EN and ENR/EN) are plotted in blue. Significantly changing known markers of intestinal homeostasis are highlighted.

Given the fact that, both *in vivo* and *in vitro,* turnover of intestinal cells can be as short as 2 days, we hypothesized that time constraints only allow a minimal differential gene expression program to facilitate phenotypic changes between stem cells and mature enterocytes. Strikingly, however, we observed a global rewiring of the proteome during differentiation (Fig 2A). Of the 7,459 proteins that could be accurately quantified on both the mRNA and protein level, 59% are significantly changing in abundance in our differentiation model. Furthermore, the large majority of dynamic protein expression is being accompanied by changes at the transcriptome level, indicating that the observed rewiring of gene expression has a transcriptional foundation. 

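Of 1264 proteins that the paper's table lists with an adjusted p under 0.01 and that had a transcript tested here, 1183 (93.6%) had mRNA that changed between the 3 cultures in edgeR's quasi-likelihood test. Among 729 proteins past no such threshold, 626 (85.9%) had changed mRNA. Across all transcripts tested, 8035 (86.5%) changed. The alternative that lowered the share most used the deposited mRNA copies, with 79.4%. With the replicate number as a block it was 93.4%. Of the 7459 proteins in the paper's table, 1999 were at hand.

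The paper bases a transcriptional origin of the rewiring on its own data, in which transcripts changed along with most of the changing proteins.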

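Across 1647 genes with values in both data types and averaged over the cultures, log10 mRNA and protein copies correlated with an R2 of 0.395, from rows of the paper's table at hand. Genes are not independent replicates, so no p is given. By culture, R2 was 0.393 in CV (1637 genes), 0.418 in ENR (1637 genes) and 0.390 in EN (1634 genes).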

As reported before (Schwanhausser *et al*, 2011), absolute mRNA and protein copy numbers correlate poorly when compared within the same sample (*R* ^2^ = 0.40, Fig EV2A). However, here we show that transcriptomic changes between intestinal cell fates lead to correlated changes at the proteome (Fig 2A). 

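Across 1993 genes, the log2 change in mRNA from CV to EN, as the difference of 4 libraries from 4 in log2(TPM + 1), correlated with the log2 change in the paper's protein LFQ values with Pearson's r of 0.768 and Spearman's rho of 0.683. The correlation runs across genes, which are not independent replicates. Among the 1264 proteins that change, r was 0.824, and 1041 of them (82.4%) changed in the same direction as their mRNA. With quantile normalization 982 (77.7%) did, and on the deposited mRNA copies, an alternative chosen after seeing the data, 879 (69.5%). The log2 change in mRNA uses a pseudocount of 1; with a pseudocount of 5 the correlation was 0.739, and on TPM without a log 0.184.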

As expected, the stem cell‐enriched gene expression signature is significantly enriched for proteins involved in cell cycle and DNA replication, while enterocyte‐enriched organoids express many proteins involved in different metabolic pathways (Fig 2B). This likely reflects the nutrient absorption function of mature enterocytes *in vivo*. 

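Lists of genes for 5 pathways, written from the names in Figs 2B and EV1B, were compared from CV to EN with camera at a preset inter-gene correlation of 0.01, on log2(TPM + 1) and with adjustment over the 5 lists. On this scale the median log2 fold change of all transcripts was -0.34. The 10 highest transcripts took 11.3% to 11.8% of the counts in EN and 5.14% to 5.21% in CV. The 34 transcripts of the DNA replication list had a median log2 fold change of -2.11, with 0 higher and 34 lower (adjusted p = 2.3e-07 by camera). The cell cycle list had a median of -1.93, with 1 of 35 transcripts higher (adjusted p = 7.1e-07 by camera). With the replicate number as a block the adjusted p was 5.0e-07 and 1.0e-06 in the same order. The fat digestion and absorption list, of 24 transcripts, had a median of 1.61, with 21 higher and 3 lower (adjusted p = 7.9e-10 by camera, and 1.5e-09 with the block). The alternative that raised the p-values most estimated the inter-gene correlation from the data, and these 3 lists then had adjusted p = 0.0144 by camera.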

To investigate the consequences of these abundant metabolic programs, we performed mass spectrometry‐based lipidomics and metabolomics on the cell‐type‐enriched organoids and integrated this with gene expression dynamics (Fig EV1B, Dataset EV2). This revealed a correlation between the abundance of certain enzymatic activities and their involved metabolites. 

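The 41 transcripts of the glutathione metabolism list rose by a median of 0.78 on the log2 scale from CV to EN, with 25 higher and 16 lower (adjusted p = 3.1e-05 by camera, limma). With the replicate number as a block the adjusted p was 3.4e-05 by the same method. Estimating the inter-gene correlation from the data gave adjusted p = 0.0338 by camera.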

For example, we observed an upregulation of enzymes related to glutathione metabolism coinciding with a strong upregulation of glutathione in the EN organoids. Interestingly, we observed a global decrease in glycerolipids in EN versus CV organoids, which could be linked to increased fat metabolism in EN organoids and the need for a steady supply of cellular organelles such as mitochondria in rapidly dividing stem cells. Indeed, it was recently shown that intestinal stem cells use mitochondria as their main source of energy (Rodriguez‐Colman *et al*, 2017). Compared to ENR organoids, we observe that both mitochondrial proteins and mitochondrial DNA copies are higher in the stem cell‐enriched population (CV) and in a lesser extent in the enterocyte‐enriched condition (EN; Fig EV1E and F). In order to analyze the contribution of mitochondria to energy production, we performed bioenergetics analysis using Seahorse technology (Seahorse Bioscience). Interestingly, a hypermetabolic phenotype is observed in the EN organoids based on increased glycolysis and mitochondrial respiration (Fig EV1D), while the relative contribution of mitochondrial respiration to cellular energy is higher in CV organoids (Fig EV1G). Furthermore, we observed a stem cell‐specific upregulation of several amino acids, which, together with the upregulated expression of the ribosome biogenesis pathway could hint toward dynamic protein translation rates during adult intestinal stem cell differentiation.

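The 48 transcripts of the ribosome biogenesis list changed by a median of -1.69 on the log2 scale from CV to EN, with 3 higher and 45 lower in EN (adjusted p = 5.9e-07 by camera, limma). With the replicate number as a block it was 6.6e-07 by camera. Between CV and ENR the list had a median of 0.14 (adjusted p = 0.596 by camera), against 0.13 for all transcripts. In that comparison the DNA replication list was lower in CV, with a median of -0.45 and 28 of 34 transcripts lower (adjusted p = 1.7e-05 by camera). So was the cell cycle list, with a median of -0.34 and 27 of 35 lower (adjusted p = 1.9e-04 by camera).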

**Figure EV2:**
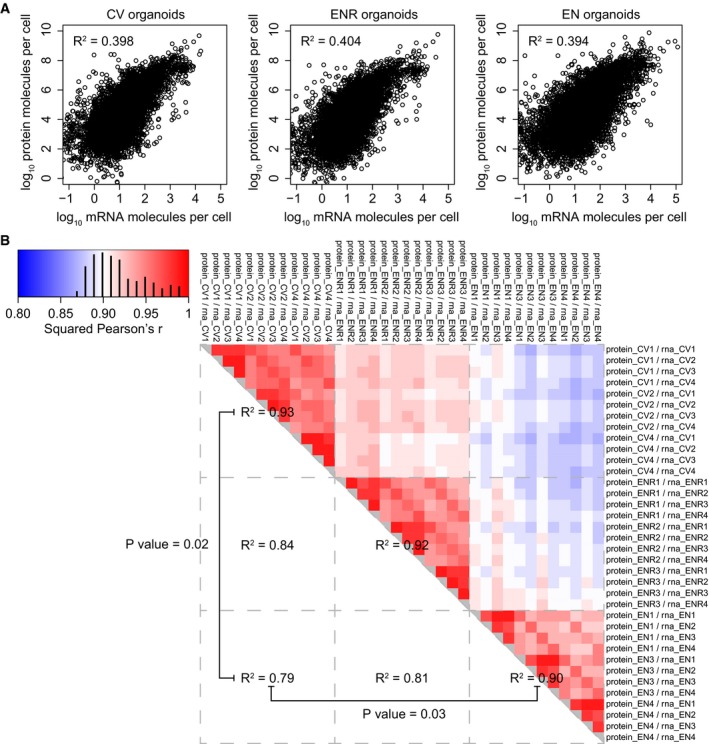
Correlating protein to mRNA and proteins per mRNA ratios Scatterplots showing the correlation between the proteome and transcriptome in the different organoid cultures.Correlation heatmap of the protein copies per mRNA molecule ratios for all different replicates. Test for significant difference between technical and biological variation was done with a *t*‐test on the Fisher‐transformed Pearson correlations.

Because amino acid levels can regulate translation efficiency of mRNAs through mTOR signaling (Zoncu *et al*, 2011), we investigated to what extent this could contribute to the observed proteome dynamics in the organoid cultures. Comparing protein copy numbers to mRNA copy numbers allows deducing the amount of proteins that are present per mRNA molecule, which acts as a measure for translation efficiency and protein stability. First, we verified that there are significant differences in protein translation and degradation rates between stem cell‐enriched and enterocyte‐enriched organoids (Fig EV2B). Next, we compared the protein to mRNA levels individually between CV and EN organoids (Fig 2C, Dataset EV3). Importantly, we see many known regulatory proteins of stem cell maintenance with significantly higher protein to mRNA ratios in the CV organoids. This could suggest that post‐transcriptional regulation of transcription factors such as E2f4 and Sox9 might contribute to adult stem cell fate.

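E2f4 mRNA (NM_148952.1) fell from 15 ± 1.04 CPM (SD, n = 4) in CV to 8.83 ± 1.38 CPM in EN, a log2 fold change of -0.77 (adjusted p = 1.7e-05 from edgeR's quasi-likelihood test). Sox9 mRNA (NM_011448.4) fell to 3.98 ± 0.851 CPM in EN, by 3.10 on the log2 scale from CV. On the deposited copies, E2f4 changed by -0.05 on the log2 scale.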

### Widespread epigenetic modulation facilitates transcription factor driven differentiation

Based on the observed extensive transcriptional regulation during enterocyte differentiation, we hypothesized that global remodeling of the epigenome must precede or at least accompany rewiring of the transcriptome and proteome. To investigate this, we used ATAC‐seq to profile DNA accessibility and we performed ChIPmentation to map histone modifications H3K27ac, H3K4me3, and H3K27me3 in the organoid cultures. 

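ATAC-seq, which marks open DNA, was analysed in 4 libraries of each culture, and ChIPmentation, which pulls down a histone mark and tags its DNA in place, in 3 libraries of each culture for each mark, as listed in the paper's table of changed regions. The 10 further libraries of these marks were not used here. The authors deposited, for the union of all peaks, a read count per region that they normalized between libraries, as a score rounded to whole numbers. For H3K27me3 the regions had been extended to 1000 bp, so its scores cover more than the positions given for shorter regions, and extended neighbours can share reads. The paper's text names DESeq2, with the comparison of ENR and EN, for finding changed regions. DESeq2 needs counts and was not run on these scores; the contrast of EN with ENR alone was added as an alternative after seeing the data. The 94469 regions, on the mm9 build, comprise 94340 on the annotated chromosomes and 129 on other sequences. Scores summed to between 1752385 and 2109261 per ATAC library, 1345873 and 1760511 for H3K27ac, 817265 and 1100967 for H3K4me3, and 1010511 and 1327017 for H3K27me3. Because the scores are normalized and not counts, the moderated F test of limma over the 3 cultures on log2(score + 1) was used, in regions above 0 in at least 3 libraries. Thresholds on the adjusted p were those of Fig 3A: 1e-05 for ATAC, 0.001 for H3K27ac and H3K4me3, and 0.01 for H3K27me3.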

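With these thresholds, 241 of 94166 regions tested changed in ATAC signal, 147 with a higher mean in EN than in CV and 94 with a lower one. With quantile normalization 111 were higher and 119 lower. No region (0) changed in H3K27ac or H3K4me3, where 17928 and 21579 regions had an unadjusted p under 0.05. In H3K27me3, 13 regions changed in the F test over the 3 cultures, all 13 with a higher mean in EN than in CV. The contrast of EN with CV alone gave 0 regions, as did that of EN with ENR, so a rise to EN was not called by itself. In the F test with quantile normalization 48 H3K27me3 regions were higher and 1 lower, and with a pseudocount of 5, 290 and 151. Without a log 6 were higher and 14 lower. With the square root of the score, chosen after seeing the data, 464 were higher and 999 lower. With an H3K27me3 library left out, 0 to 16 regions changed. With each ATAC library left out in turn, between 0 and 14 regions changed in ATAC. With the replicate number as a block none of the 4 datasets had a region past its threshold (0), with 44377 regions in ATAC, 13678 in H3K27ac, 18477 in H3K4me3 and 10663 in H3K27me3 at an unadjusted p under 0.05. The block with a trend of the spread on the mean, chosen after seeing the data, gave 4932 regions in ATAC and 80 in H3K27me3. It gave 0 in H3K27ac and in H3K4me3. Only in ATAC do the cultures hold the same replicate numbers. In H3K27ac they were 3, 4 and 5 in CV, 1, 2 and 4 in ENR and 2, 3 and 4 in EN. For the histone marks the block therefore leaves little from which to estimate the spread, and 0 regions there decide little. A trend without the block gave 3597 regions in ATAC, 1146 in H3K27ac, 0 in H3K4me3 and 312 in H3K27me3. Deviations from the culture mean correlated between same-numbered ATAC libraries of different cultures with a mean r of 0.401, against -0.133 for other pairs. The latter largely follows from the former, since deviations sum to 0 in each culture. Between same-numbered libraries it was 0.017 for H3K27ac, -0.029 for H3K4me3 and -0.022 for H3K27me3. The largest ATAC rise from CV to EN among the 241 regions lay on chromosome 3 from 143965634 to 143965988, with scores of 0.75 ± 0.5, 11 ± 4.32 and 62.5 ± 19.6 (SD, n = 4) in CV, ENR and EN. The largest fall, on chromosome 7 from 6680915 to 6681673, had 108 ± 16, 4.75 ± 1.5 and 4.25 ± 2.63. The largest H3K27me3 rise lay on chromosome 15 from 102829675 to 102830029, where the score was 3 ± 2.65, 79.3 ± 12.7 and 41.3 ± 14.8 (SD, n = 3) in the 3 cultures.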

A total of 94,340 peaks could be detected in at least one replicate of the different sequencing datasets, which we used to identify genomic regulatory elements that undergo a significant change in DNA accessibility or histone modification occupancy between the different cell‐type‐enriched organoid cultures (Fig 3A, Dataset EV4).

**Figure 3:**
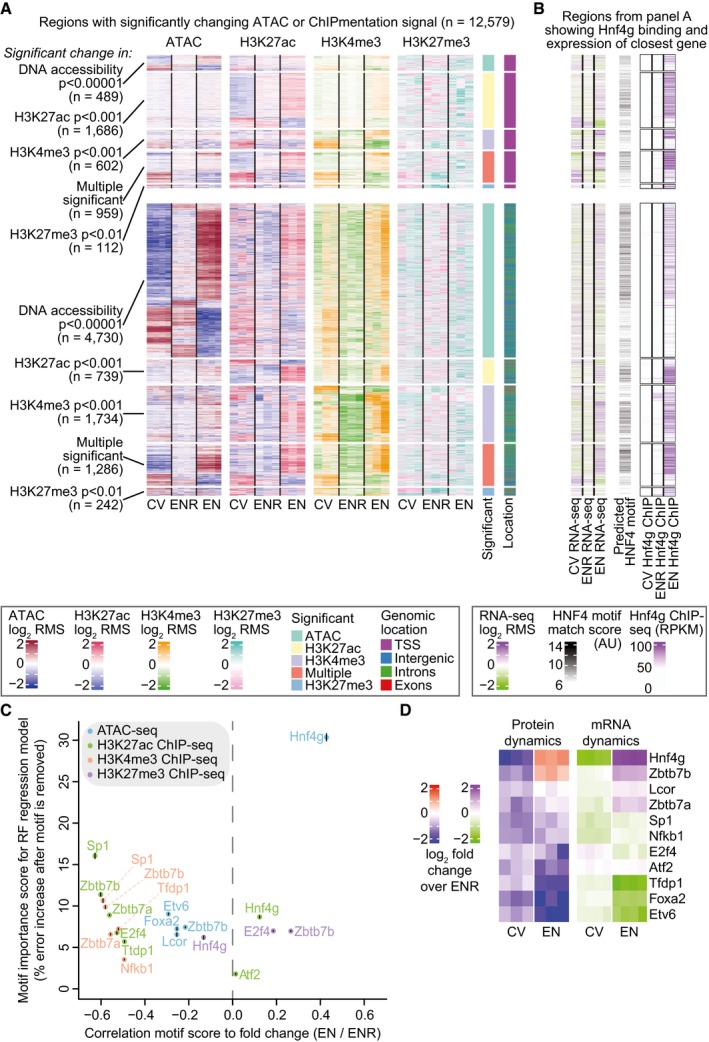
Widespread modulation of epigenetic landscape for differentiated organoids is driven by Hnf4g Heatmaps showing epigenome dynamics on peaks with significant changes in DNA accessibility and histone modifications between CV, ENR, and EN organoids. Heatmaps are split on their location near a transcription start site (< 500 bp from TSS, top heatmaps) or other location. Heatmaps are further subdivided based on the dataset it was found significantly changing in (shown at the left). Shown *P*‐values are corrected for multiple testing hypotheses with the BH method.Clustered genomic regions from (A) are shown. Regions were associated with their single closest TSS and corresponding mRNA expression changes are shown in the most left heatmaps. The best match score for the HNF4G motif is shown in the middle heatmap. Hnf4g binding is shown in the most right heatmaps.Scatterplot with the transcription factors that are most likely to explain the dynamics shown in (A). The *x*‐axis is the linear correlation between the best motif score and the log_2_‐fold change EN over ENR under each significantly changing peak for a given dataset as shown in (A). The *y*‐axis is the feature importance of the motif in a random forest model in percentage increase in mean‐squared error (MSE), where motifs that are important for the model to accurately predict the given fold changes get a high error increase. Different datasets are color‐coded. For motifs with more than one transcription factors associated to it, we show the transcription factor name with the most significant change in protein expression. The vertical line over each dot represents two times the standard deviation of the MSE.Heatmaps showing change in protein (left) and mRNA (right) expression of selected transcription factors, compared to ENR organoids.Data information: In panels (A and B), relative changes between different organoids are shown as log_2_ row mean subtractions (RMS) where the signal is compared to the row mean of all samples.

Hyperaccessible regions, and regions marked with H3K27ac and H3K4me3, are associated with active regulatory elements in the genome such as enhancers and promoters. 

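A change in at least 1 of the 4 datasets was found in 254 regions, 0.269% of all regions. With a trend of the spread on the mean in the moderated test, the number was 4942, and at an adjusted p under 0.05 in each dataset it was 37478. On simulated data in which 200 regions changed 16-fold, the test at these thresholds found 95.5% of them in ATAC, 57% in H3K27ac, 86% in H3K4me3 and 53.5% in H3K27me3, with 0 false calls. For 4-fold changes it found 0% in each dataset. The simulated changes were placed only in regions with high scores, and the 16-fold ones were all rises in EN. The median of the region means was 5.75 in ATAC, 4.22 in H3K27ac, 1.11 in H3K4me3 and 7.67 in H3K27me3, below those regions. The simulated changes were also far fewer than the ATAC regions under an unadjusted p of 0.05. These shares therefore do not describe most of the regions tested.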

As expected, we found that a large portion of the epigenome is subjected to significant regulation of these activity marks; we observed significant dynamics in more than 12,000 identified genomic regions. We observed regulation of histone modification occupancies at both promoter and enhancer sites, while the most significant changes in DNA accessibility predominantly occur at TSS distant sites (enhancers). 

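Of 240 ATAC-changed regions on annotated chromosomes, 15 (6.25%, 95% Wilson confidence interval 3.82 to 10.1) lay within 500 bp of an annotated transcription start site, against 19.2% of all regions tested. Of the 1000 regions with the lowest p in ATAC, 7.52% lay that close, in H3K27ac 28.2%, in H3K4me3 8.93% and in H3K27me3 23.8%. Of all regions tested it was 22.7% in H3K4me3 and 19.2% in the other 3 datasets. At an adjusted p under 0.05, 23.7% of 4694 H3K4me3 regions lay that close. In H3K27me3, 3 of the 13 changed regions did. With a trend of the spread on the mean, 918 of 1142 H3K27ac-changed regions (80.4%) and 119 of 312 H3K27me3-changed regions (38.1%) lay within 500 bp of a start site. In ATAC 457 of 3592 (12.7%) did, and at an adjusted p under 0.05 without a trend 13.4% of 34636.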

Reassuringly, changes in ATAC, H3K27ac, and H3K4me3 signal often correlate with each other, which further substantiates regulation by activation or repression of the identified regulatory elements. In contrast, a relatively small cluster of regulatory elements gain the transcriptionally repressive H3K27me3 Polycomb mark, which strongly anti‐correlates with the active marks. This cluster contains regulatory loci associated with for example Lgr5 and Sox9 that are only active and open in stem cells and become repressed during differentiation. These observations are in agreement with previous studies showing that Polycomb repressive complex 2 (PRC2), which is responsible for deposition of H3K27me3, is essential for maintenance of the intestinal epithelium and intestinal homeostasis (Koppens *et al*, 2016). Furthermore, we see that the regulation of the epigenome is not restricted to isolated promoters and enhancers, but also happens at the level of much larger topologically associated domains (TADs; Materials and Methods, Fig EV3C). 

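Across the changed regions, the log2 change from CV to EN in ATAC correlated with that in H3K27ac with Pearson's r of 0.738 and Spearman's rho of 0.673 (254 regions), and with that in H3K4me3 with r of 0.789 and rho of 0.735 (250 regions). H3K27ac and H3K4me3 correlated with r of 0.672 and rho of 0.661. The correlations run across regions, which are not independent replicates. The alternative that moved the correlation of ATAC and H3K27ac most, apart from leaving out single libraries, took the square root of the score, an alternative chosen after seeing the data, or all tested regions, each with r of 0.309. In the regions that the paper's table lists at hand, of which there are 1999, r was 0.425 for ATAC and H3K27ac.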

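Across the 13 regions changed in H3K27me3, its log2 change from CV to EN correlated with that of H3K27ac with Pearson's r of 0.025 and Spearman's rho of 0.099, and its standard error when each library was left out in turn was 0.42. With a trend of the spread on the mean, r was -0.19, and across the 69 regions that the paper's table at hand lists as changed in H3K27me3, r was -0.123. Of 63 such regions with a rise in H3K27me3, 53 had a fall in H3K27ac.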

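At the Lgr5 promoter, the region on chromosome 10 from 115023230 to 115024435 (mm9) had H3K27ac scores of 80.7 ± 10.6, 62.3 ± 6.11 and 8.67 ± 1.53 (SD, n = 3) in CV, ENR and EN, a log2 change of -3.08 from CV to EN (adjusted p = 0.0545 in limma's moderated F test over the cultures). ATAC changed by -1.60 there (adjusted p = 0.0011, limma F test). The neighbouring region from 115024468 to 115025077, which holds the start site at 115024836, had H3K27me3 scores of 3.67 ± 2.89, 11 ± 7.55 and 30.3 ± 5.03, a log2 change of 2.90 (adjusted p = 0.165, limma F test). At Sox9, the region on chromosome 11 from 112643086 to 112643789, which holds the start site at 112643538, had ATAC scores of 54 ± 4.16, 57.2 ± 7.72 and 16.2 ± 4.11 (SD, n = 4), a log2 change of -1.70 (adjusted p = 6.3e-05, limma F test). Its H3K27me3 scores changed by 0.75, from 5.67 ± 1.53 to 10.3 ± 3.06 (adjusted p = 0.628, limma F test). None of these changes passed the threshold of its dataset. With a trend of the spread on the mean, the change in H3K27ac at Lgr5 (adjusted p = 1.2e-06, limma F test) and that in ATAC at Sox9 (adjusted p = 4.5e-07, limma F test) did.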

Some of the TADs that show significant regulation contain important regulators of intestinal stem cells such as Sox9, Myc, and Ascl2, indicating that intestinal differentiation requires nuclear reorganization that leads to switching between so‐called A and B compartments (Lieberman‐Aiden *et al*, 2009) that contain regulators of intestinal homeostasis. To investigate to what extent the observed epigenetic changes contribute to transcriptional regulation in organoids, we employed a single‐nearest‐gene association rule to assign gene expression to identified regulatory elements. Indeed, we observe that gene expression dynamics globally correlates with dynamics of the active chromatin marks and DNA accessibility and anti‐correlates with the heterochromatin mark (Fig 3B, left heatmap).

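Each of the changed regions was assigned to the gene with the nearest annotated start site, and its log2 change from CV to EN was set against that of the gene's mRNA. Across 252 regions and 234 genes, Pearson's r was 0.302 for ATAC, 0.232 for H3K27ac and -0.245 for H3K27me3, and across 248 regions it was 0.331 for H3K4me3. Spearman's rho was 0.282, 0.222, -0.214 and 0.296 in the same order. Across all regions tested, r was 0.133, 0.192, -0.045 and 0.188. Regions that share a gene are not independent, so no p is given.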

**Figure EV3:**
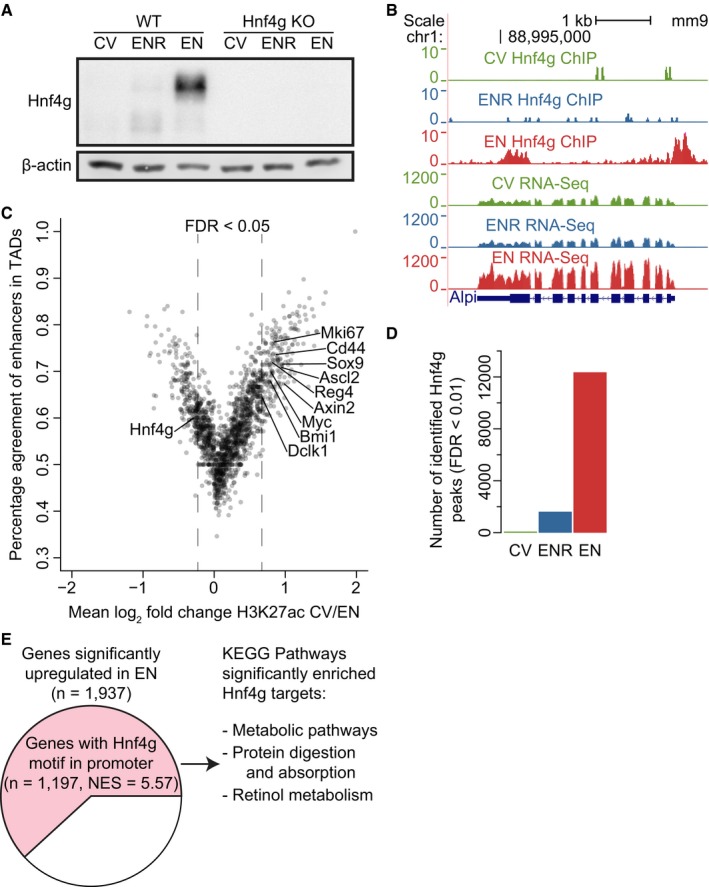
Hnf4g dynamics and importance in the different cell‐type‐enriched organoids Western blot for Hnf4g on whole cell extract of CV, ENR, and EN cultured WT and Hnf4g KO organoids. β‐Actin is used as a loading control.ChIP‐seq and RNA‐seq profiles of CV, ENR, and EN WT organoids at the Alpi locus.Scatterplot showing the percentage of peaks inside a TAD that have fold change in H3K27ac signal in the same direction as the average fold change in H3K27ac of the whole TAD. Striped line demarcates the empirical 0.05 FDR cutoff. Significantly changing TADs that contain a known marker of intestinal homeostasis are highlighted.Number of identified peaks of the Hnf4g ChIP‐seq in the different cell‐type‐enriched WT organoids.Pie chart showing all significantly upregulated genes in EN organoids. Genes with a Hnf4g motif in their promoter are highlighted in pink. Normalized enrichment score (NES) and motif association were determined in iRegulon (Janky *et al*, 2014). KEGG pathways that were significantly overrepresented (FDR < 0.01) in upregulated genes with a Hnf4g motif are listed.

Since the observed rewiring of gene expression is transcriptionally regulated and associated with epigenetic remodeling, we set out to investigate which transcription factors could facilitate these observations. To this end, we used motif‐score regression modeling on the differences in DNA accessibility and histone modification profiles. First, we reduced a list of non‐redundant transcription factor motifs by filtering on transcription factor protein expression, and by LASSO and random forest feature selection (Materials and Methods). Next, we asked how important the selected motifs were to predict the dynamics in DNA accessibility and histone modification profiles of enterocyte‐enriched organoids (Fig 3C). Remarkably, only a single transcription factor motif, namely Hnf4g, was selected that correlated with DNA accessibility and activity during differentiation. Hepatocyte nuclear factor 4 gamma (Hnf4g) is reported to be expressed in the small intestine (Bookout *et al*, 2006) and is known to be involved in intestinal development (Li *et al*, 2009), but its contribution as a global driver of epigenetic modulation and induction of gene expression during enterocyte differentiation was thus far unknown (Fig 3B, middle heatmap). In contrast, several transcription factor motifs were identified to correlate with active regulatory elements in ENR organoids (Fig 3C), which is likely a reflection of cellular heterogeneity in these ENR organoids. Motifs enriched in ENR organoids include Foxa2, a known regulator of enteroendocrine cell formation, and Nfkb1, which is reported to be important for intestinal homeostasis (Wullaert *et al*, 2011), and Sp1, which is known to be essential for intestine‐specific gene expression through its interaction with Cdx2 (Shimakura *et al*, 2006).

To investigate whether the identified transcription factors are more abundant in the associated cell‐type‐enriched organoids, we looked at the mRNA and protein expression with respect to the ENR organoids (Fig 3D). 

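Hnf4g mRNA (NM_013920.2) had 122 ± 5.03, 369 ± 9.2 and 1406 ± 105 CPM (SD, n = 4) in CV, ENR and EN. Its log2 fold change was 1.93 from ENR to EN (adjusted p = 1.6e-14) and 3.52 from CV to EN (adjusted p = 5.1e-17), both from edgeR's quasi-likelihood test. Of 11 other transcripts of 10 transcription factors of Fig 3D, 6 were lower and 4 higher in EN than in ENR at an adjusted p under 0.01, and 5 had their highest mean in ENR. These counts depend on the setting. Over the settings tried, the log2 fold change from ENR to EN ran from -0.78 to 0.73 for Nfkb1 and from -0.92 to 0.60 for Sp1.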

Hnf4g shows a conspicuous high expression in the enterocyte‐enriched organoids, while most of the other selected transcription factors are enriched in ENR organoids. Indeed, our absolutely quantified expression data show that enterocytes have a steady‐state protein expression of more than a million Hnf4g molecules in every cell, clearly saturating every possible transcription factor binding site it can bind to. Interestingly, zinc finger and BTB domain‐containing protein 7a and 7b (Zbtb7a and Zbtb7b), and ligand‐dependent nuclear receptor corepressor (Lcor) are known transcriptional repressors that are more abundant in EN organoids, and their motifs correlate with regulatory elements that are repressed in these organoids. It is conceivable that these transcription factors contribute to enterocyte differentiation through epigenetic repression instead of classical activation.

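Zbtb7a mRNA (XM_006513280.3) was higher in EN than in ENR by 0.61 and than in CV by 1.01 on the log2 scale, and Zbtb7b (XM_006501319.3) by 0.95 and 1.10. Lcor is listed as 2 transcripts, which were higher in EN than in ENR by 0.23 (XM_006526850.3) and 0.43 (XM_011247218.1). The direction of Lcor changed when counts were scaled to the spike-ins, to -0.29 and -0.09. With this scaling, an alternative chosen after seeing the data, Zbtb7a was higher than in ENR by 0.11 (adjusted p = 0.619, edgeR) and Zbtb7b by 0.45 (adjusted p = 0.0281, edgeR), neither past 0.01.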

Given the strong association between Hnf4g binding and the observed epigenetic remodeling, we were interested to see whether the observed rewiring of gene expression could also be explained by Hnf4g binding. To this end, we focused on genes with significant upregulation in mRNA and protein expression in EN organoids to see which transcription factor binding sites were overrepresented in their promoters. Strikingly, we identify a Hnf4g binding motif in 62% of the upregulated genes (Fig EV3E), making it the most enriched and most abundant motif in these genes. The genes that can be activated by Hnf4g are significantly associated with metabolic pathways and protein digestion and absorption pathways, which represent the classical biological functions of enterocytes.

Finally, to validate the transcription factor model in which binding of Hnf4g can explain the epigenetic dynamics we observe during differentiation, we performed ChIPmentation for Hnf4g to identify the Hnf4g binding sites in CV, ENR, and EN organoids. 

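The authors deposited raw read counts of the Hnf4g ChIPmentation over the same union of regions, for 1 library of each culture, so the values have no replicates and carry no p. The CV library held 84340 reads in the regions, ENR 352600 and EN 1816497. Intervals and floors given for these libraries cover counting error only. In regions with a change in ATAC, the reads were expressed as RPKM, with the total of reads in the regions as the library size, and compared with 10000 random lists of regions of the same size, matched on the mean ATAC signal over the 3 cultures. The totals of reads outside the regions are not in the table, so it cannot be told how much of the difference in reads between libraries comes from sequencing depth.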

Hnf4g binding is near absent in CV organoids whereas more than 12,000 Hnf4g peaks are identified in EN organoids (Fig 3B, right heatmap; Fig EV3D). 

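At least 10 Hnf4g reads lay in 1036 regions in CV, 9629 in ENR and 31773 in EN. The count depends on the number of reads in each library. That number counts reads within regions only, so thinning to it also removes a difference that weaker binding would make. When the EN and ENR libraries were thinned at random to the total of CV, over 10 draws a median of 1243 regions (1207 to 1269) in EN and 855 (809 to 875) in ENR had at least 10 reads, against 1036 in CV. A cutoff of 5 reads gave 3726, 19590 and 46410 regions, and 20 reads gave 253, 3158 and 19946.

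**Figure D2:**
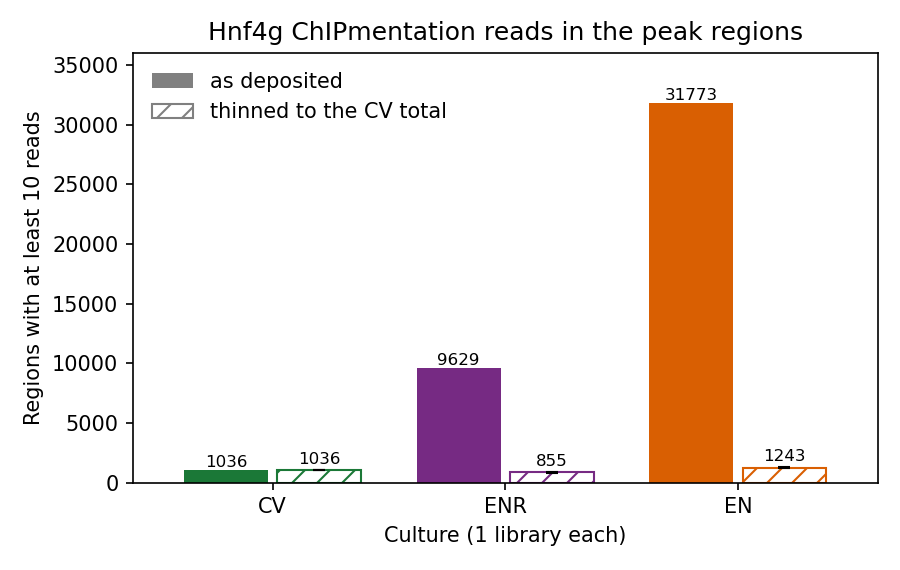
Regions with at least 10 Hnf4g reads in each culture, as deposited and after thinning to the CV total. The bars for EN fall from 31773 regions to 1243 after thinning, beside 1036 in CV.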

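The regions with a higher ATAC signal in EN than in CV, 147 in number, had a median Hnf4g RPKM of 33.6 in the EN library (95% interval of the median, from ranks, 27.4 to 38.7), higher than in every one of 10000 random lists matched on the mean ATAC signal of the 3 cultures, whose median was 18.4. The lists were not matched on region length. Without dividing by length the median was 13.2 reads relative to the library total, above 98.8% of the random lists, whose median was 9.91. The 94 regions with a lower ATAC signal in EN had a median of 5.23 (3.77 to 5.69), lower than in every random list, whose median was 17.7. In ENR the medians were 15.2 and 15.0, above 47.1% and 45.7% of the lists, and in CV the median was 0. In the longer sets of 18500 and 16065 regions called at an adjusted p under 0.05, the ENR medians were 13.7 and 8.58. They lay above every one and below every one of 200 random lists. These lists were not matched on openness in EN, for which the regions had been chosen, so the comparison does not separate binding from openness. Lists matched on the ATAC signal in EN, an alternative chosen after seeing the data, had medians of 24.7 and 8.07, and the regions with higher and lower ATAC were above 99.98% and 0.52% of them. Without dividing by length the order turned: 13.2 against 19.8, above 0.055% of the lists, and 2.20 against 1.65, above 95.2%. Whether these regions held more or fewer reads than equally open ones is therefore left open. When reads were thinned to the CV total, the share of reads in the regions with higher ATAC was 2.55 times that in CV, and in those with lower ATAC 0.352 times. These shares rest on 81 and 98 reads of the CV library. In the longer lists called with a trend, of 2215 and 1382 regions, an alternative chosen after seeing the data, they were 1.47 and 0.625 times. The core HNF4 sequence CAAAGTCCA lay in 11 of 146 regions with higher ATAC (7.53%), in 0 of 94 regions with lower ATAC (Wilson 95% interval up to 3.93%) and in 2.29% of all regions tested. In the longer lists called with a trend it lay in 112 of 2210 regions with higher ATAC (5.07%) and 17 of 1382 with lower ATAC (1.23%). Genes with a start site in the 1000 promoter regions with most EN reads had a median log2 change of 0.44 in mRNA from CV to EN, with 690 higher and 292 lower of 982, against -0.00 for random genes matched on mRNA level. The genes of the 1000 promoter regions with most CV reads had a median of 0.23.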

Importantly, Hnf4g bound genomic regions in EN overlap with the predicted HNF4 motif sites, the open and active chromatin regions, and the associated gene expression in EN, whereas regulatory regions that are active in CV are devoid of Hnf4g binding. As an example, the promoter of the enterocyte marker Alpi is bound by Hnf4g in EN together with an increase in Alpi gene expression (Fig EV3B). 

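The Alpi gene lies on the minus strand of chromosome 1 in mm9 with its annotated start site at 88998181. The region from 88998134 to 88998339 that spans this site held 0 Hnf4g reads in CV, 2 in ENR and 56 in EN. At the share of reads in EN, 2.6 reads would be expected in the CV library, so absence of binding in CV is not shown at this depth. The region's ATAC score was 8.75 ± 1.5, 9 ± 1.15 and 13.2 ± 3.2 (SD, n = 4) in CV, ENR and EN, a log2 change of 0.53 from CV to EN (adjusted p = 0.0902, limma F test). The HNF4 core sequence lies on the minus strand from 88998192 to 88998200, ending 10 bases upstream of the start site. The reference sequence on this strand, from 40 bases before the start site to 10 bases into the transcript, reads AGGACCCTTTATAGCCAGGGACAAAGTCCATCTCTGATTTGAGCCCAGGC. Inside the gene, the region from 88996945 to 88997326 had H3K4me3 scores of 3.33 ± 1.53, 4.33 ± 1.15 and 20 ± 5.57 (SD, n = 3), a log2 change of 2.30 (adjusted p = 0.0109, limma F test). Promoter regions of Lgr5 and Sox9, whose mRNA was lower in EN, also held Hnf4g reads there. The Lgr5 regions held 52 (1205 bp long) and 30 (609 bp) in EN and 0 in CV. The Sox9 start site region (703 bp) held 37 and 0. The Alpi start site region is shorter, at 205 bp. Its count of reads alone therefore does not set it apart from these stem cell genes.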

Together, this indicates that Hnf4g is a driver of major epigenetic, transcriptomic and proteomic rewiring during enterocyte differentiation.

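The HNF4 core sequence was frequent in the 1000 regions with most reads of each library outside promoters: 8.7% in CV (95% Wilson interval 7.11 to 10.6) against 2.7% in matched regions, 7.2% against 2.3% in ENR and 5.34% against 2.92% in EN. From the binding of Hnf4g in EN, the open chromatin and the expression of the associated genes there, the paper concludes that Hnf4g drives much of the change in chromatin, mRNA and protein.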

### Hnf4g drives enterocyte differentiation

Given the strong potential of Hnf4g to induce an enterocyte‐specific epigenome and transcriptome in wild‐type intestinal organoids, we set out to investigate the effect of Hnf4g loss in the small intestine using Hnf4g knockout (KO) mice and Hnf4g KO small intestinal organoids (Baraille *et al*, 2015; Fig EV3A). Transcriptome analysis of Hnf4g KO organoids reveals a significant loss of the enterocyte gene expression signature upon Hnf4g KO, while gene sets for secretory cells become significantly more abundant (Fig 4A). Previously, it was shown that loss of Hnf4g in mice results in increased numbers of enteroendocrine cells in the mouse intestine (Baraille *et al*, 2015). Here, we show in addition that upon a loss of Hnf4g increased numbers of goblet cells are observed *in vitro* and *in vivo* (Fig 4B and C). Moreover, goblet cell numbers show a higher degree of variation between individual villi (Fig 4E). Based on the observed decrease in enterocyte‐specific gene expression concomitant with an increase in differentiated secretory cells in Hnf4g‐deficient mice and organoids, we conclude that Hnf4g is a major driver of enterocyte differentiation and that Hnf4g is essential to maintain a proper balance between differentiating cells from the secretory and absorptive lineage.

**Figure 4:**
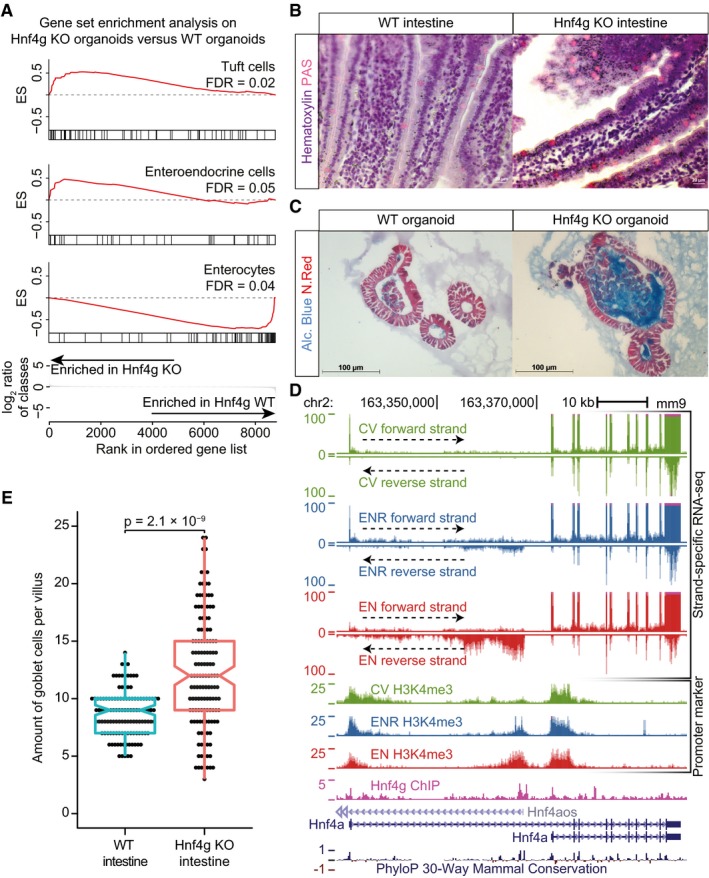
Hnf4g drives differentiation of enterocytes Gene Set Enrichment Analysis (GSEA) of Hnf4g KO organoids compared to WT organoids. Significantly changing intestinal cell‐type gene sets from Haber *et al* (2017) are shown (FDR < 0.05).Hematoxylin and PAS (periodic acid–Schiff) staining of WT (left) and Hnf4g KO (right) intestine. Nuclei are visualized using hematoxylin and goblet cells stain positive for PAS.Alcian Blue and Nuclear Fast Red staining of WT (left) and Hnf4g KO (right) small intestinal organoids. Cells are visualized using Nuclear Fast Red. Intra‐ and extracellular mucus that is produced in goblet cells stain positive for Alcian blue.Strand‐specific RNA‐seq data, Hnf4g ChIP‐seq in EN, and promoter‐specific histone modification H3K4me3 over the Hnf4a locus are shown. Data from different organoid cultures are color‐coded. RNA‐seq reads mapping to the positive strand (sense strand) are plotted in the top window of every sample, while RNA‐seq reads that map to the negative strand are mirrored and shown in the bottom window of every sample. The two isoforms of Hnf4a that are expressed are shown in the bottom, together with the antisense transcript Hnf4aos. The “phyloP30way” track from the UCSC genome browser is plotted at the bottom to show sequence conservation.Quantification of the amount of goblet cells per villus for WT and Hnf4g KO intestine. Dots represent the amount of goblet cells counted per villus. (*n* = 7–25 villi from 11 WT mice and 3–17 villi from 14 Hnf4g KO mice). *P*‐value is from two‐tailed Mann–Whitney *U*‐test. The central line in each boxplot represents the median, the notch around this line is the approximate 95% confidence interval, the hinges are the first and third quartile, and the whiskers extend to the lowest and highest values within 1.5× the interquartile range from the hinges.

To investigate the molecular mechanisms that regulate Hnf4g‐mediated differentiation, we examined the list of significantly changing genes with Hnf4g binding for potential regulators. Here, we found that hepatocyte nuclear factor alfa opposite strand (Hnf4aos) is the most significantly regulated long non‐coding RNA in organoids and has a Hnf4g binding site with dynamic H3K4me3 occupancy at its promoter (Figs 4D and EV4C). 

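The promoter of the antisense transcript, listed in the annotation as 0610008F07Rik on the minus strand with start sites at 163367428 and 163367456 of chromosome 2, lies in the region from 163366942 to 163367834. There the ATAC score was 11.5 ± 1.73, 38.2 ± 8.69 and 58.2 ± 11 (SD, n = 4) in CV, ENR and EN, a log2 change of 2.24 from CV to EN (adjusted p = 3.8e-05, limma F test, short of the ATAC threshold). The H3K4me3 score was 11.7 ± 2.08, 18.7 ± 0.577 and 44.3 ± 12.2 (SD, n = 3), a change of 1.81 (adjusted p = 0.0102, limma F test). It held 2, 8 and 45 Hnf4g reads in the 3 libraries, where the CV total would give 2.09 reads at the share of EN.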

Importantly, this enterocyte‐specific lncRNA exhibits strong antisense transcription over one of the promoters of hepatocyte nuclear factor 4 alpha (Hnf4a). Hnf4a and Hnf4g are paralogs, but unlike Hnf4g, Hnf4a is ubiquitously expressed in both the intestinal crypt and villus (Sauvaget *et al*, 2002). Hnf4a is reported to be important for intestinal epithelial homeostasis by modulating Wnt signaling (Cattin *et al*, 2009) and can act as a tumor suppressor in colorectal cancer (Saandi *et al*, 2013). 

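The transcript of Hnf4a in the table (NM_001312906.1) had 726 ± 15.1, 708 ± 9.65 and 703 ± 12.3 CPM (SD, n = 4) in CV, ENR and EN. Its log2 change was -0.05 from CV to EN (adjusted p = 0.153) and -0.01 from ENR to EN (adjusted p = 0.779), both from edgeR's quasi-likelihood test. The change from CV to EN depended on the scaling and filter: it was -0.17 with the filter at the median (adjusted p = 9.1e-05, edgeR). In alternatives chosen after seeing the data it was -0.36 on log2(TPM + 1) (adjusted p = 1.9e-06, limma), -0.47 by library size (adjusted p = 7.0e-10, edgeR) and 0.82 on the deposited copies. Around the distal start sites at 163332544 and 163332674 of chromosome 2, in the region from 163332125 to 163333837, the H3K4me3 score was 88.7 ± 17.2, 76.7 ± 11.9 and 81 ± 10.4 (SD, n = 3), a change of -0.12 (adjusted p = 0.739, limma F test). Around the proximal start sites at 163372923 and 163372924, in the region from 163372666 to 163373150, it was 21.3 ± 2.31, 31.7 ± 8.15 and 32.7 ± 10, a change of 0.56 (adjusted p = 0.290, limma F test). No other Hnf4a transcript is listed, so reads from exons shared with other isoforms may have been counted for it. Expression of single Hnf4a isoforms was therefore not resolved here.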

Interestingly, while the canonical Hnf4a transcript is not dynamically expressed in our system, we see a strong downregulation of an alternative isoform of Hnf4a during enterocyte differentiation. Here, we report that the antisense transcript Hnf4aos, presumably a direct target of Hnf4g, strongly anti‐correlates with the expression of the alternative Hnf4a isoform it overlaps with, possibly through direct repression (Fig 4D).

**Figure EV4:**
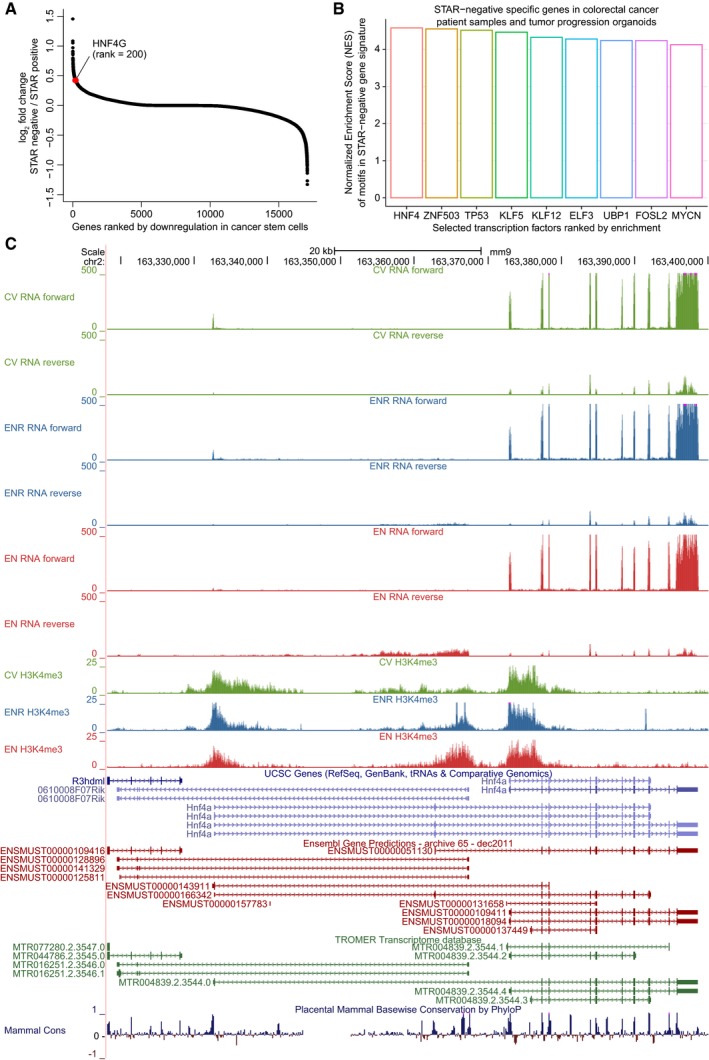
Hnf4g importance in human colon cancer organoids and regulation of the Hnf4a locus S‐curve scatterplot with genes ranked by their average fold changes between STem cell Ascl2 Reporter (STAR) negative over STAR positive is plotted. HNF4G is highlighted in red. Average fold change is calculated from the colorectal tumor progression models and colorectal cancer patients reported in Oost *et al* (2018).Transcription factors ranked by their normalized enrichment score in the promoters of significantly downregulated genes (*P* < 0.001) in the STAR‐positive samples from (A) were shown. Normalized enrichment score (NES) and motif association were determined in iRegulon (Janky *et al*, 2014).Genome browser windows over the complete Hnf4a locus showing all data and all used transcript databases.

To investigate the relevance of our findings for human biology and disease, we analyzed cancer stem cell (CSC) transcriptomes from patient‐derived and CRISPR‐engineered colorectal cancer organoids (Oost *et al*, 2018) for evidence of regulation by Hnf4g. Strikingly, Hnf4g is one of the most downregulated transcription factors in these CSCs (Fig EV4A). Consequently, the binding motif of Hnf4g is the most significantly enriched transcription factor motif in the promoters of genes that are specifically upregulated in those tumor cells that lack a CSC phenotype (Fig EV4B). This suggests that Hnf4g is playing a role in gene regulation even in transformed cancer cells, which is in line with recent reports on other cancer types, which revealed that dysregulated Hnf4g is associated with pancreatic (Klein *et al*, 2018), prostate (Shukla *et al*, 2017), and lung cancer (Wang *et al*, 2018). Overall, these observations illustrate the importance of system‐wide interrogation and the power of integrative analyses to uncover novel biology related to intestinal homeostasis.

## Discussion

Here, we presented an integrative systems biology approach that in combination with organoid technology can disentangle the complex regulatory networks that underlie lineage specification in the mouse small intestine. Our study shows that profiling the epigenome, transcriptome, proteome, and metabolome represents a powerful approach to obtain a system‐wide overview of the regulatory mechanisms, which enable gene expression regulation in cell‐type‐enriched organoid cultures. We show that, while each single technique is informative on its own, performing multiple complementary techniques will strengthen each other such that completely new questions can be answered after integrating a system‐wide dataset.

The two major bottlenecks for employing a large set of “omics” techniques to study epithelial homeostasis in the intestine are (i) the need for large quantities of cellular material for high‐resolution data generation. Especially to study rare cell types such as stem cells, this requires extensive animal resources. (ii) It is difficult to extract epithelial intrinsic processes from *in vivo* material due to variable interactions and signals from, for example the fluctuating microbiome, feeding patterns, and the immune system. To tackle these problems, intestinal organoids cultures were recently developed. Intestinal organoids can be cultured in fairly large amounts in defined medium while maintaining intestinal homeostasis that includes maintenance of an adult stem cell pool while also permitting differentiation to all major intestinal cell lineages. Through minor modifications of the culture medium, we have subsequently enriched for one of these cell types to study their characteristics in a comprehensive manner. Alternative methods that have been recently used to study differences between intestinal cell types include isolating specific cell types with fluorescence‐activated cell sorting (FACS; Jadhav *et al*, 2017; Yan *et al*, 2017) and profiling intestinal samples at single‐cell resolution (Haber *et al*, 2017). While such approaches have better discriminative power between cell types compared to our cell‐type enrichment strategy, they are limited to techniques that are compatible with very small amounts of cells which often restricts the depth of the generated data and makes employment of several omics approaches in an integrative manner impossible. Moreover, in contrast to relying on mouse data, the platform as presented today is readily applicable to organoid cultures of human tissues, both from normal and from diseased origin.

While the focus of this study resulted in the discovery of a transcription factor as a regulator of intestinal stem cell differentiation, different analyses can be performed on our datasets as a resource to uncover additional layers of regulation, for example, when focusing on cell‐type‐specific metabolic processes or chromatin remodeling complexes. Indeed, we show that changes in the lipidome during differentiation reveal a change in mitochondrial load and energy metabolism. However, future efforts are needed to investigate the importance of other metabolic changes we observed, such as the drastic increase in glutathione, an important endogenous antioxidant capable of regulating redox signaling (Circu & Aw, 2012), and the global decrease in amino acids, which can affect post‐transcriptional regulation (Zoncu *et al*, 2011). While we show that there could be possible post‐transcriptional regulation of regulators of stem cell maintenance by integrating absolute gene expression data, additional experiments are required to further elucidate the importance of post‐transcriptional regulation in the intestinal epithelium. Finally, previous studies revealed that PRC2 is essential for stem cell maintenance (Koppens *et al*, 2016) and can directly regulate differentiation by repressing Atoh1 (Chiacchiera *et al*, 2016), an essential transcription factor for secretory cell differentiation. In line with this, our study also reveals regulation of Polycomb domains, and activation of TADs that harbor stem cell maintenance regulators. Together, this poses opportunities for future efforts to investigate how chromatin remodeling is changing the epigenetic landscape and what the interplay with the identified transcription factors is.

Enterocytes are replenished every 4–5 days, which requires an extremely fast cell fate switch from adult stem cell to functional absorptive enterocyte. Consequently, others have characterized Lgr5^+^ stem cells as broadly permissive cell states at the epigenome level, to allow for quick transitions to differentiated cell types (Kim *et al*, 2014; Jadhav *et al*, 2017). Reanalyzing epigenetic data of FACS‐sorted secretory and enterocyte progenitor cells shows that EN organoids are indeed differentiating toward the enterocyte lineage (Fig EV5A). Importantly, when comparing the histone marks and DNA accessibility of these progenitor cells, we detect a significant enrichment of the Hnf4g binding motif (Fig EV5B), validating its specificity to the enterocyte lineage. Using single‐cell RNA sequencing, others have observed that the trajectory from intestinal stem cell to enterocyte is the shortest path in intestinal differentiation space (Yan *et al*, 2017). In contrast, we show that despite the short time‐frame of differentiation, major changes in both gene expression and epigenetics are required for enterocyte differentiation. However, a large part of these changes can be attributed to a relatively simple differentiation trajectory, where a single transcription factor can be associated with most of the epigenetic dynamics, resulting in regulation of RNA expression which is directly translated in a proteomic landscape needed for mature enterocyte function.

**Figure EV5:**
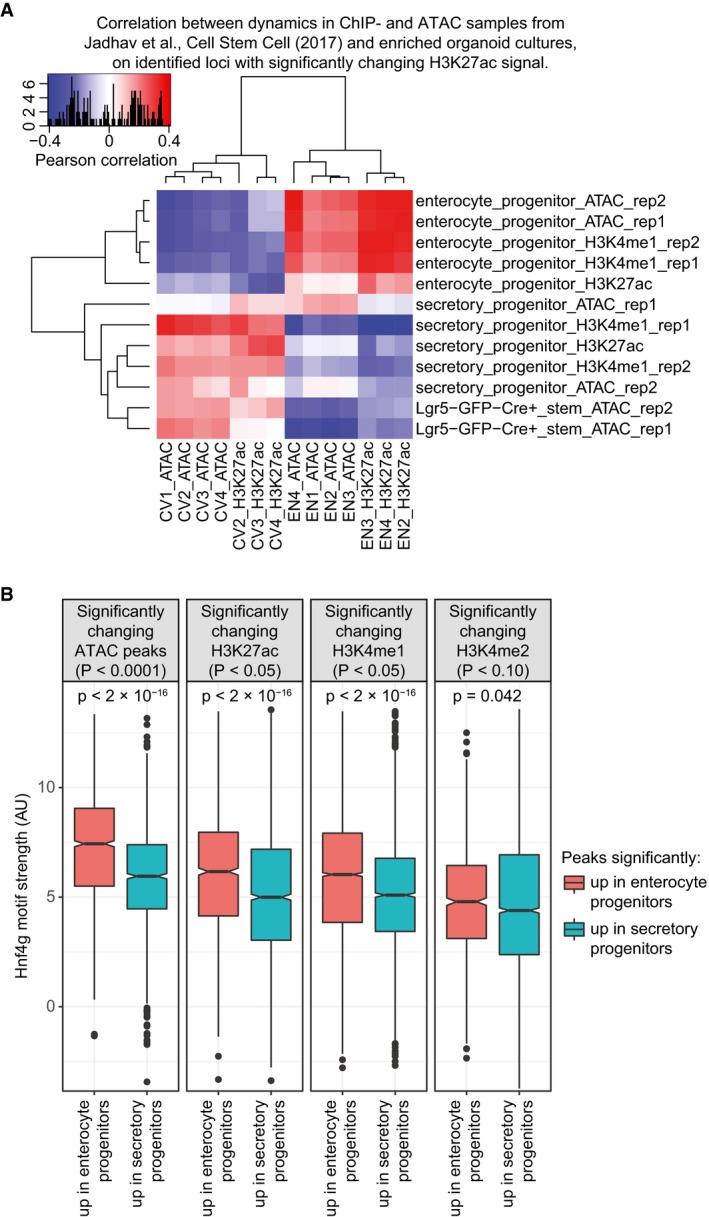
Comparing histone profiles and DNA accessibility of secretory and enterocyte progenitor cells Correlation heatmap comparing histone profiles and ATAC data from Jadhav *et al* (2017) to DNA accessibility and H3K27ac profiles of cell‐type‐enriched organoid cultures. Relative changes between CV and EN on significantly changing H3K27ac peaks were correlated to relative changes at the same sites between samples from each dataset of Jadhav *et al* (2017).Significantly changing sites between enterocyte and secretory progenitors were identified with the shown *P*‐value threshold, and split in enterocyte or secretory‐specific groups. Boxplot with the best HNF4 binding motif scores in enterocyte progenitor and secretory progenitor specific sites were plotted for each dataset. *P*‐values comparing boxes are determined by two‐tailed Mann–Whitney *U*‐test. The central line in each boxplot represents the median, the notch around this line is the approximate 95% confidence interval, the hinges are the first and third quartile, and the whiskers extend to the lowest and highest values within 1.5× the interquartile range from the hinges.

Our integrative approach revealed that Hnf4g drives intestinal stem cell differentiation toward enterocytes. However, it is quite likely that other transcription factors regulate a smaller but equally important subset of genes that are essential to acquire an enterocyte phenotype. Indeed, very recently Regev and colleagues used single‐cell RNA‐seq to identify a handful of transcription factors that are specifically expressed in mature enterocytes, including Hnf4g (Haber *et al*, 2017). Interestingly, the same paper reports Hnf4a to be specific for intestinal stem cells, whose expression we found to be regulated by an Hnf4g‐inducible non‐coding RNA, postulating a possible self‐reinforcing transcription factor switch between these two paralogs during adult intestinal stem cell commitment toward the enterocyte lineage.

Reassuringly, previously applied bioinformatics approaches also identified the HNF4 DNA binding motif to be most overrepresented in genes that are upregulated in enterocytes, but proposed Hnf4a as the central regulator for enterocyte differentiation (Stegmann *et al*, 2006). However, based on our absolute protein quantification and experimentally validated importance of Hnf4g, and in agreement with results from others (Sauvaget *et al*, 2002; Haber *et al*, 2017), we now show that Hnf4g is the most likely regulator of these genes. While we propose that Hnf4g is a major effector for enterocyte differentiation, Hnf4g knockout mice are viable with minor gastrointestinal complications (Baraille *et al*, 2015). While enterocytes are still present, intestinal differentiation is skewed toward the secretory cell lineage in Hnf4g^−/−^ mice and Hnf4g^−/−^ small intestinal organoids. This implicates that Hnf4g is indeed able to drive enterocyte differentiation. However, we cannot exclude that other factors are likely to compensate for its absence from organogenesis onwards and can partially rescue a complete differentiation defect. Therefore, it will be of interest to study the molecular mechanisms that drive the residual enterocyte differentiation in Hnf4g^−/−^ mice.

Organoid technology emerged as a powerful model system to study adult stem cell maintenance and differentiation for various organs, including liver, pancreas, and brain (Clevers, 2016). However, the inherent strength of these culture systems, namely cellular heterogeneity, also represents a challenge when combined with system‐wide approaches to study gene expression regulation and cell fate switches per cellular lineage. Here, we have shown that small‐molecule‐driven perturbations to enrich for specific cell types represent a solution to this problem. Applying the system‐wide approaches presented here to cell‐type‐enriched organoid cultures, complemented with time‐course experiments and follow‐up studies employing CRISPR‐based perturbation and single‐cell RNA‐seq approaches (Dixit *et al*, 2016; Jaitin *et al*, 2016; Datlinger *et al*, 2017), represents a paradigm for future efforts aimed at deciphering gene expression regulation and cell fate switches in complex tissues.

## Materials and Methods

### Hnf4g knockout mouse model

Total and constitutive Hnf4g gene invalidation was performed as previously described (Baraille *et al*, 2015). Hnf4g^+/−^ mice, obtained from Deltagen Company on a C57Bl/6J genetic background, were mated to obtain Hnf4g^−/−^ mice on the same genetic background. In experiments, we compared Hnf4g^−/−^ male mice with C57Bl/6J wild‐type male Hnf4g^+/+^ mice, matched in age and housed in the same room. All animals were housed in the SPF facility of the Centre de Recherche des Cordeliers on a 12 h‐light/12 h‐dark cycle and were fed with a standard diet (A03, Safe). Experimental procedures were in agreement with the French guidelines for animal studies from the Comité National de Réflexion Ethique sur l'Expérimentation Animale Charles Darwin (Ce5/2009/045).

### Organoid culture

Mouse small intestinal organoids Lgr5^GFPDTR/+^ (Basak *et al*, 2017) were cultured as described previously (Sato *et al*, 2009). In short, the organoids were maintained using ENR medium which contained Dulbecco's modified Eagle's medium/Ham's F‐12 supplemented with Pen/Strep, 10 mM HEPES, 1× Glutamax, 5% R‐Spondin‐1 (conditioned medium), 10% Noggin (conditioned medium), 1× B27 supplement, 1.25 mM *n*‐acetyl cysteine, and recombinant mouse epidermal growth factor (50 ng/ml). Organoids were split every 4–5 days in a 1:4 ratio using mechanical dissociation and plated in fresh BME (Cultrex Reduced Growth Factor Membrane Extract, Type 2, PathClear). Stem cell‐enriched organoid cultures (CV) were grown in ENR supplemented with CHIR99021 (3 μM) and valproic acid (1 mM) for 5 days. Stem cell‐depleted organoid cultures (EN) were grown for 2.5 days using ENR medium without R‐Spondin‐1. Organoids were harvested by using mechanical dissociation followed by multiple ice‐cold PBS washes (400 × *g*, 4°C, 5 min). Organoids were aliquoted for proteomics, metabolomics, RNA sequencing, ATAC sequencing, and ChIPmentation.

### Crypt and villus sample preparation

The small intestine was harvested from a wild‐type (C57BL/6), Lgr5^GFPDTR/+^ (C57BL/6 and 129/ola), and Hnf4g^−/−^ mouse and directly put on ice. We only used PBS without calcium and magnesium (PBS0) for harvesting of the crypts and villi. The small intestine was flushed three times with ice‐cold PBS0 and cut open along its length. The villi of the small intestine were separated from the crypts using a cover glass, and the tissue was washed in ice‐cold PBS0. Next, tissues were separately incubated for 30 min in 50‐ml tubes with 25 ml ice‐cold PBS0 with 5 mM EDTA. After incubation, 50‐ml tubes were shaken five times. Now the supernatant contained crypts and villi, while the tissues were transferred to a new tube with 20 ml PBS0 to be shaken ten times again. The shaking and transferring step was repeated several times. Aliquots of the different supernatant samples were quickly examined under microscope for concentration and ratio between crypts and villi. Most optimal tubes were filtered with a 70‐μm filter, and samples were collected by centrifugation at 800 rpm. For organoids culture, crypt pellets were embedded in BME and cultured in ENR supplemented for the first two passages with Y‐27632 and Primocin. For the crypts and villi proteomic experiments, pellets were frozen prior to lysis. Frozen pellets were thawed and lysed in five volumes lysis buffer containing 1% NP‐40, 0.5 M NaCl, 10% glycerol, 1× protease inhibitor cocktail (Roche), 0.5 mM DTT, and 0.1 M Tris–HCl at pH 8.5. Lysis was performed by vortexing at maximum speed for 1 min, 10 min on ice, and 1.5 h gentle rotation at 4°C. Finally, supernatant was directly used for proteomics mass spectrometry after centrifugation for 15 min at 21,100 × *g*.

### Organoid and BME proteomics sample preparation

SDS lysis buffer (4% SDS, 1 mM DTT, 100 mM Tris pH 7.5) was added to the organoid cell pellet and incubated for 3 min at 95°C. Samples were sonicated for five cycles (30 s on/30 s off, high) and spun down at 16,000 × *g* for 5 min. Supernatant was transferred to a new tube and stored at −80°C. UA buffer (8 M urea, 0.1 M Tris pH 8.5, 5 mM DTT) was added to the BME and incubated at room temperature for 30 min shaking at 800 rpm. Organoid and BME samples were used for FASP‐SAX and FASP, respectively.

### Proteomics mass spectrometry

Protein lysates were digested with a trypsin/LysC combination using Filter Aided Sample‐Preparation (FASP; Wisniewski *et al*, 2009b). For absolute quantification, 2 μg of a standard range of proteins (UPS2, Sigma) was added to each lysate (Schwanhausser *et al*, 2011). For deep‐coverage proteomics, we subjected the digested peptides to a strong anion exchange (SAX; Wisniewski *et al*, 2009a) fractionation and collected a flow through, pH 11, pH 8, pH 5, and pH 2 fraction. Peptides were desalted and stored on StageTips (Rappsilber *et al*, 2007) prior to mass spectrometry analysis. Samples were applied to on‐line Easy‐nLC 1000 (Thermo) separation using different 214‐min gradients of acetonitrile (7–30%, 5–23%, 8–27%, 9–30%, 11–32%, and 14–32% for unfractionated, flow through, pH 11, 8, 5, and 2, respectively) followed by washes at 60% followed by 95% acetonitrile for 240 min of total data collection. Mass spectra were collected on a LTQ‐Orbitrap Fusion Tribrid mass spectrometer (Thermo) in data‐dependent top‐speed mode with dynamic exclusion set at 60 s.

Raw mass spectra were analyzed in MaxQuant 1.5.1.0 (Cox & Mann, 2008) with match‐between‐runs, iBAQ, and label‐free quantification enabled. A mouse RefSeq protein sequence database downloaded at 28‐06‐2016 from UCSC was used to identify proteins. Identified proteins were filtered for reverse hits and potential contaminants. Proteins detected in the BME gel were blacklisted for downstream analyses. We only considered proteins that were identified in at least all of the triplicates of the same sample, for downstream analyses. Missing values were semi‐randomly imputed based on the assumption that they were not detected because they were under the detection limit of the mass spectrometer (in Perseus, MaxQuant software package). For absolute quantification, we applied a linear regression between supplied amounts and the iBAQ intensities of the spike‐in proteins in the unfractionated sample, followed by a second linear regression between the absolute abundances and iBAQ intensities in the fractionated sample.

### Metabolomics sample preparation

For metabolomics triplicates of organoid samples, medium was removed from the well, washed with ice‐cold 0.9% (w/v) NaCl, and transferred to 15‐ml tubes. Tubes were centrifuged at 800 rpm for 3 min at 4°C, and the pellets were briefly trypsinized in order to remove BME (3 min at 37°C). Tubes were centrifuged at 800 rpm for 5 min at 4°C, and the organoid pellet was resuspended and homogenized in ice‐cold methanol. Metabolite extraction was performed by mechanical disruption with silica beads. For Folch extraction, a volume of 200 μl sample in methanol is mixed with 100 μl internal standards in methanol and 75 μl of methanol. An amount of 750 μl dichloromethane is added and after vortex mixing the sample is incubated for 1 h at room temperature and regularly mixed. Phase separation is induced by adding 360 μl of ultrapure water. After vortex mixing the sample is allowed to stand at room temperature for 10 min after which it is centrifuged at 14,000 × *g* for 10 min. The lower organic phase and upper aqueous phase are transferred to separate vials and evaporated to dryness. The residue of the organic phase is dissolved in 100 μl acetonitrile and subjected to lipidomics analysis. The residue of the aqueous phase is dissolved in 100 μl 10% methanol and subjected to metabolomics analysis.

### Lipidomics mass spectrometry

Lipidomics LC‐MS/MS (data‐dependent) analysis was performed using a Thermo Scientific Acella UHPLC system and an Acquity BEH C‐18 column (1 × 100 mm, 1.7 μm). The column outlet was coupled to a Thermo Scientific Orbitrap XL equipped with an electrospray ion source operated in either negative or positive mode. The system was operated at a flow rate of 80 μl/min and 60°C. The mobile phases consisted of 40% acetonitrile in ultrapure water (v/v) also containing 10 mM ammonium acetate (solvent A), and 10% acetonitrile and 90% isopropanol (v/v) also containing 10 mM ammonium acetate (solvent B). A 10‐min linear gradient of 40–100% B was started 1 min after the injection of the sample and was at 100% B for the next 5 min. Thereafter, the system was returned to its starting situation. Total run time was 21 min. All acquired MS data were searched against available databases.

### Metabolomics mass spectrometry

Metabolomics LC‐MS/MS (data‐dependent) analysis was conducted with a Thermo Scientific Acella UHPLC system and an Acquity BEH C‐8 column (1 × 150 mm, 1.7 μm). The column outlet was coupled to a Thermo Scientific Orbitrap XL equipped with an electrospray ion source operated in either negative or positive mode. The system was operated at a flow rate of 150 μl/min and 40°C. The mobile phases consisted of 6.5 mM ammonium carbonate pH 8 (solvent A), and 6.5 mM ammonium carbonate in 95% methanol (v/v, solvent B) in negative mode. For positive mode analysis, the solvents were 0.1% formic acid in ultrapure water and 0.1% formic acid in methanol, respectively. A 5‐min linear gradient of 0–70% B was started 1 min after the injection of the sample. The gradient was increased to 98% B in 0.5 min and was at 98% B for the next 10 min. Thereafter, the system was returned to its starting situation. Total run time was 22 min. All acquired MS data were searched against available databases.

### mtDNA copy number

For DNA extraction, organoids were washed once with cold PBS and DNA was extracted with the QIAamp DNA Micro Kit (Qiagen). DNA was used as a template to amplify nuclear and mitochondria‐encoded genes. qPCR was performed with FastStart SYBR Green Master mix (Roche) using the following primers:

B‐Actin (CCCTACAGTGCTGTGGGTTT; GAGACATGCAAGGAGTGCAA),
DL (AATCTACCATCCTCCGTGAAACC; GCCCGGAGCGAGAAGAG),
ATP6 (AATTACAGGCTTCCGACACAAAC, TGGAATTAGTGAAATTGGAGTTCCT),
CytB (GCCACCTTGACCCGATTCT, TTCCTAGGGCCGCGATAAT),
ND2 (CACGATCAACTGAAGCAGCAA, ACGATGGCCAGGAGGATAATT).

### Bioenergetics

Seahorse Bioscience XFe24 Analyzer was used to measure extracellular acidification rates (ECAR) and oxygen consumption rates (OCR), and mitochondrial stress test was performed as previously described (Rodriguez‐Colman *et al*, 2017). After Seahorse run, organoids were collected, DNA was extracted and quantified, and used for normalization.

### RNA sequencing sample preparation

RNA was extracted from snap‐frozen cell pellets using the RNeasy RNA extraction kit (Qiagen) with DNaseI treatment. Ribosomal RNA depletion (Ribo‐Zero Gold rRNA removal kit, Illumina) was performed using 725 ng of total RNA per sample followed by ethanol precipitation. 1 μl ERCC spike‐in mix 1 (1:100, Ambion) was added to all samples during the rRNA depletion. rRNA‐depleted samples were fragmented for 5 min at 95°C using 5× fragmentation buffer (200 mM Tris acetate, 500 mM potassium acetate, 150 mM magnesium acetate, pH 8.2) followed by ethanol precipitation. First‐strand cDNA synthesis was performed using Superscript III (Invitrogen) with the addition of random hexamer primers and actinomycin D (9 ng/ml). Afterward, second‐strand cDNA synthesis (SuperScript, Invitrogen) was performed with the addition of dUNTPs and random hexamer primers. Samples were cleaned using Qiaquick MinElute Columns (Qiagen) after first‐ and second‐strand cDNA synthesis. A maximum of 5 ng cDNA was used for sample preparation using the KAPA Hyper Prep Kit (KAPA Biosystems). NextFlex DNA barcodes (Bioo Scientific) were used for adapter ligation. Treatment for 15 min at 37°C with USER enzyme was done prior to library amplification. Libraries were amplified using 10 amplification cycles. Post‐amplification cleanup was done using Qiaquick MinElute Columns (Qiagen) followed by size selection of 300 base pairs using E‐Gel SizeSelect Agarose Gels 2% (Invitrogen). Library concentration was measured using the KAPA Library Quantification Kit (KAPA Biosystems), and library size was determined using the BioAnalyzer High Sensitivity DNA Kit (Agilent). Sequencing was performed using an Illumina HiSeq 2000, and 50‐bp paired‐end reads were generated.

### RNA sequencing analysis

Paired‐end reads were aligned to mm9 using Genomic Short‐read Alignment Program (Wu & Watanabe, 2005) with batch mode set to 5, novel splicing enabled and distance splice penalty set to 100. Transcript expression was quantified by kallisto (Bray *et al*, 2016) version 0.43.1 with a mouse RefSeq transcriptome index downloaded on June 28, 2016, from UCSC. One‐hundred bootstrap samples were generated for each sample and strand‐specific reads—first read reverse was enabled.

### Integration of proteome and transcriptome data

To accurately integrate the protein and transcript expression data, we used matched proteome and transcriptome RefSeq databases and quantified expression as described above. To ensure correct matching of isoforms, we restricted the transcriptome database to only transcripts that were already quantified at the protein level. Significantly regulated proteins were identified with an adapted Student's *t*‐test on LFQ values while controlling for the multiple testing hypothesis with a 10,000× permutation‐based false discovery rate [Perseus, MaxQuant software package (Cox & Mann, 2008)]. To calculate the amount of proteins per mRNA transcript, we performed absolute quantification of both mRNA and proteins as described above. Next, we calculated the protein over mRNA ratios by comparing all replicates to each other and taking the median ratio. *P*‐values for differences in overall protein translation and degradation rates were determined by *t*‐test on the Fisher‐transformed Pearson correlations on protein over mRNA ratios. To test for significant differences in individual protein over mRNA ratios between organoid samples, we used a modified Student's *t*‐test by comparing ratios from all replicates but by manually restricting the test to an appropriate amount of degrees of freedom.

### Gene ontology enrichment analysis

KEGG pathway enrichment analysis was done in DAVID 6.8 (Huang da *et al*, 2009). For enrichment analysis on proteomics data, a background protein list of all identified proteins was submitted. *P*‐values were corrected by the Benjamini–Hochberg procedure. Integrated gene expression and metabolomics Reactome pathway enrichment analysis were done in IMPaLA (Kamburov *et al*, 2011).

### ATAC sequencing

ATAC‐seq was performed on approximately 50,000 cells. Organoids were resuspended in Recovery Cell Culture Freezing Medium (Gibco) and stored at −80°C prior to the ATAC‐seq procedure. Once thawed, they were washed with PBS and ATAC‐seq was performed as described in Buenrostro *et al* (2015) with three modifications. First, the total volume of the tagmentation reaction with in‐house made Tn5 enzyme was halved. Second, the tagmentation reaction was stopped with 44 mM EDTA, 131 mM NaCl, 0.3% SDS, and 600 μg/ml proteinase K. Last, a reverse‐phase 0.65× SPRI beads (Ampure) DNA purification was done after the first PCR. Amplified DNA was sequenced with an Illumina HiSeq 2000. Paired‐end 50‐bp sequencing reads were aligned to mm9 with BWA (Li & Durbin, 2009) allowing one mismatch. Reads were filtered for a quality score of at least 1, PCR duplicates were removed with Picard, and reads mapping to the mitochondrial chromosome were discarded. Peaks were identified with MACS 2.0 (Zhang *et al*, 2008) with a false discovery rate of 0.01.

### Chromatin harvesting

Cell pellets were dissolved in PBS and crosslinked in solution by using formaldehyde (1% final volume, shaking 10 min at room temperature). Glycine (0.125 M) was added to quench the reaction. Cell pellets were lysed in a volume of 110 μl using lysis buffer (20 mM HEPES pH 7.6, 1% SDS, 1× Protease Inhibitor Cocktails). Samples were sonicated using the Biorupter Pico (Diagenode) with six cycles (30 s on/30 s off). Afterward, the samples were spun at 16,200 × *g* for 5 min at room temperature and the supernatant was stored at −80°C.

### ChIPmentation sample preparation

Chromatin from 80,000 to 150,000 cells was used for ChIPmentation. ChIPmentation was performed as described earlier (Schmidl *et al*, 2015) with several modifications. In short, the chromatin was incubated overnight at 4°C rotating in dilution buffer (1% Triton X‐100, 1.2 mM EDTA, 16.7 mM Tris pH 8, 167 mM NaCl), 1× Protease Inhibitor Cocktail (Roche), and 1 μg of antibody [H3K4me3 (C15410003, Diagenode)/H3K27ac (C15410196, Diagenode)/H3K27me3 (C15410195, Diagenode), Hnf4g (Sigma, HPA005438)]. Per ChIP 10 μl protein A Dynabeads and 10 μl protein G Dynabeads were used. Beads were washed using dilution buffer (+0.15% SDS, +0.1% BSA) and incubated with the chromatin and antibody mix for 60 min at 4°C rotating. Afterward, the beads were washed at 4°C once with ChIP wash buffer 1 (2 mM EDTA, 20 mM Tris pH 8, 1% Triton X‐100, 0.1% SDS, 150 mM NaCl), twice with ChIP wash buffer 2 (2 mM EDTA, 20 mM Tris pH 8, 1% Triton X‐100, 0.1% SDS, 500 mM NaCl), and twice with TE (1 mM EDTA, 10 mM Tris pH 8). Beads were resuspended in Tagment DNA buffer and 1 μl Tn5 enzyme (produced in‐house) and incubated for 10 min at 37°C with 550 rpm shaking. Afterward, the beads were washed twice with WBI (20 mM HEPES, 150 mM NaCl, 0.1% SDS, 0.1% DOC, 1% Triton X‐100, 1 mM EDTA, 0.5 mM EGTA) and twice with WBIV (20 mM HEPES, 1 mM EDTA, 0.5 mM EGTA) with 5 min rotating at room temperature in between. Samples were decrosslinked for 1 h at 55°C 1,000 rpm shaking followed by an overnight incubation at 65°C using elution buffer (0.5% SDS, 300 mM NaCl, 5 mM EDTA, 10 mM Tris pH 8) and proteinase K. Samples were incubated one additional hour the next day with elution buffer and proteinase K for 1 h at 55°C. The samples were purified using 2× SPRI AMPureXP beads. qPCR was used to determine the sufficient amount of PCR cycles needed to amplify the library. The libraries were amplified using the KAPA HiFi Hotstart Ready Mix (KAPA Biosystems) and Nextera Index Kit 1 (i7) and 2 (i5) primers (Illumina). Amplified libraries were purified using a 0.65× SPRI AMPureXP beads incubation followed by a 1.8× SPRI AMPureXP beads incubation. Library concentration was measured using the KAPA Library Quantification Kit (KAPA Biosystems); library size was determined using the BioAnalyzer High Sensitivity DNA Kit (Agilent). Sequencing was performed using an Illumina HiSeq 2000, and 50‐bp paired‐end reads were generated.

### ChIPmentation analysis

Paired‐end sequencing reads were aligned to mm9 with BWA (Li & Durbin, 2009) allowing one mismatch. Reads were filtered for a quality score of at least 1, and PCR duplicates were removed with Picard. Peaks were identified with MACS 2.0 (Zhang *et al*, 2008) with a false discovery rate of 0.01.

### TAD activity analysis

To test for significant differences in enhancer and promoter activation at the topological associated domain level, we used publicly available TADs from Dixon *et al* (2012). We assigned every identified ATAC or ChIPmentation peak to a TAD and only considered TADs with at least 20 identified peaks for further analysis. Next, we quantified how much percent of the peaks had a fold change in H3K27ac signal in the same direction (percentage agreement). To identify a significance cutoff, we compared the results to 100 identical matrices with shuffled fold changes.

### Gene set enrichment analysis

Consensus cell‐type‐specific signature genes from Haber *et al* (2017) were used to find enrichment of intestinal cell types. The Lgr5^+^ intestinal stem cell signature from Munoz *et al* (2012) was used as a stem cell gene set. We created a Lgr5^−^ gene set from the data in Munoz *et al* (2012) in the same way the Lgr5^+^ intestinal stem cell signature was defined. To calculate the false discovery rate of every GSEA, we performed 10,000 gene set perturbations.

### Transcription factor selection

To identify transcription factors that are most likely to explain observed dynamics in our DNA accessibility and ChIPmentation data, we used a non‐redundant vertebrate motif database (https://doi.org/10.6084/m9.figshare.1555851) and selected motifs on transcription factor protein expression, and by LASSO and random forest feature selection. First, we reasoned that transcription factors that are not found in our deep proteome data are unlikely to contribute to gene expression. LASSO and random forest regression were used to select the best candidate motifs to explain the observed epigenetic changes. LASSO reduces the number of features while maintaining high prediction accuracy. Random forest is an easily interpretable and robust machine‐learning method that is able to identify non‐linear relations and internally controls for overfitting. In more detail, to narrow down the list of possible transcription factor candidates, we first selected only motifs that are linked to transcription factors with significant dynamic protein expression in our data (FDR < 0.01). Next, we used the GimmeMotifs motif tool suite (van Heeringen & Veenstra, 2011) to calculate the motif score for all motifs under a union of all identified ATAC and ChIPmentation peaks. We then calculated noise‐stabilized log_2_‐transformed fold changes in ATAC or ChIPmentation signal between ENR and EN by using DESeq2 (Love *et al*, 2014) to identify significantly changing regulatory elements. For the broad histone mark H3K27me3, we extended all peaks to 1,000 base pairs to ensure capturing robust signal. We used a tenfold cross‐validated least absolute shrinkage and selection operator (LASSO; glmnet R package) to predict the significant log_2_ fold changes with a matrix of motif scores and used its variable selection to further filter the possible motifs. Last, we used random forest regression (randomForest R package, 5,000 trees) on the remaining motif scores to predict the log_2_ fold changes. To account for possible redundancy, we used the percentage increase in mean‐squared error to select the motif with most predictive power, subtracted the variance that could be explained by that single motif, removed that motif from the matrix, and run the random forest regressor again on the residual variance. This was repeated until the individual motif that was selected as best predictor was not able to predict any residual variance on its own anymore. The whole analysis was repeated five times and only motifs that were always selected were kept. For every selected motif, the transcription factor with the most significant fold change in protein expression was shown as the most likely transcription factor candidate.

### Tissue Isolation and histology

Two‐ to six‐month‐old mice were euthanized, and jejuna were removed and flushed gently with phosphate‐buffered saline (PBS). For histological analyses, pieces of proximal jejunum (1 cm) were immediately fixed overnight at 4°C in paraformaldehyde 4% before embedding in paraffin. Periodic acid–Schiff staining was performed by using a standard histological protocol (Cattin *et al*, 2009). Staining was examined by bright field microscopy using an Axiophot microscope connected to an Axiocam camera using the Axiovision 4.5 software (Zeiss). Goblet cells (PAS‐positive cells) were counted in villi on one section of jejunum from WT and Hnf4g KO mice without mouse or tissue selection exclusion.

### Immunohistochemistry and staining organoids

Organoids in BME were fixed in 4% paraformaldehyde (PFA) for 15 min. To prevent depolymerization of BME hydrogel, 0.1% glutaraldehyde was added to the fixative. BME domes were incubated in 20% sucrose for 72 h at 4°C before being embedded in optimal cutting temperature (OCT) compound and snap‐frozen. Cryotome sections of 4 μm thickness were subjected to hematoxylin and eosin staining for standard histology analysis. Acidic mucosubstances from goblet cells were detected with Alcian blue solution (1 g of Alcian blue, pH 2.5, 3 ml/l of acetic acid, and 97 ml of distilled water). After 30‐min incubation, Nuclear Fast Red (0.1 g of Nuclear Fast Red, 5 g of aluminum sulfate hydrate, and 100 ml of distilled water) was used to counterstain. Organoid section images were taken by bright field microscopy using an AxioCam MRc5 microscope (Zeiss).

### Live‐cell confocal imaging

Live‐cell images were captured with a Leica SP8X microscope. The organoids were held at 37°C in a microscope box and equipped with a culture chamber for humidity and 6.4% CO_2_ overflow. Organoids were imaged in XYZ mode using a water 40× objective (HC PL APO CS2, N.A. 1.1). Post‐acquisition analyses of phenotypes were performed manually using ImageJ.

### Western blot

For Hnf4g expression in WT and KO organoids: Organoid pellets were resuspended in 100 μl whole cell lysis buffer per well of a 6‐well plate (150 mM NaCl, 50 mM Tris pH 8, 10% glycerol, 1% NP‐40, 1 mM DTT, 1× CPI). Extracts were rotated for 1.5 h at 4°C followed by seven cycles of 30 s on and 30 s off sonication (Biorupter Pico, Diagenode). Afterward, the samples were spun at 16,200 × *g* for 5 min at room temperature and the supernatant was stored at −80°C. Samples were loaded on an 8% SDS–PAGE gel and afterward transferred to a nitrocellulose membrane. Membranes were incubated with primary antibody in 5% milk/TBST overnight at 4°C [anti‐beta actin 1:5,000 (Abcam, ab16039), and anti‐HNF4G 1:500 (Sigma, HPA005438)]. Afterward, membranes were incubated with secondary antibody [Polyclonal Swine Anti‐Rabbit Immunoglobulins/HRP 1:3,000 (Dako, P0399)] and imaged using chemiluminescent substrate (Thermo Fisher, 34580).

For mitochondrial ETC complexes: Organoids were washed once and Matrigel was mechanically removed in cold PBS. Total proteins were collected by direct lysis of organoids in Laemmli sample buffer. Proteins were run in SDS–PAGE and transferred to Polyscreen PVDF transfer membranes (PerkinElmer). Antibodies: Total OXPHOS Rodent WB Antibody Cocktail (ab110413, Abcam) and anti‐vinculin (V9131, Sigma).

### Data availability

Next‐generation sequencing data have been deposited at Gene Expression Omnibus (GEO) with accession code GSE114113. The mass spectrometry data have been deposited at the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD009700.

## Author contributions

MV, HJS, RGHL, and LvV conceived the study. RGHL and LvV performed the proteomics, RNA‐seq, ChIPmentation, and ATAC‐seq experiments. LvV performed organoid culture. RGHL performed all analyses. KCO and HJS performed confocal microscopy experiments and isolated fresh crypt and villus samples. MJR‐C and BMTB performed lipidomics and all metabolomics experiments. MVL‐V performed all organoid stainings. FB and AR performed the Hnf4g KO mice experiments. CF and PWTCJ performed proteomics experiments. RGHL, LvV, and MV wrote the manuscript, which was reviewed by all authors.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Review Process File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

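Mouse small intestinal organoids were grown in CV, ENR or EN, cultures enriched for stem cells, mixed, or enriched for enterocytes. RNA-seq and ATAC-seq had 4 libraries per culture, ChIPmentation of H3K27ac, H3K4me3 and H3K27me3 was analysed in 3 libraries per culture and mark, and ChIPmentation of Hnf4g had 1 library per culture. The 10 further libraries of these histone marks in the list of samples, which the paper's table of changed regions does not list, were not used here. Conditions and replicate numbers were taken from the sample labels, and the pairing of libraries across cultures used as a block rests on those replicate numbers alone.

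For RNA, the authors deposited expected counts per transcript as kallisto estimated them, although the table is called normalized, beside TPM values that the authors deposited as kallisto gave them and mRNA copy numbers that the authors deposited after scaling to spike-ins. The copy numbers are on another scale than counts and TPM. The test planned before the data were examined, limma on log2 values, assumed normalized values; because the table holds expected counts, edgeR's quasi-likelihood test on the rounded counts took its place, and limma on TPM was kept as an alternative. For ATAC-seq and histone marks, the authors deposited a normalized score per region of the union of peaks, rounded to whole numbers. The reads had been aligned to mm9, and peaks were called with MACS. For Hnf4g, the authors deposited raw counts of reads per region.

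Of 9481 transcripts beside 92 spike-in transcripts, 9288 with a count above 0 in at least 4 of 12 libraries were tested with edgeR 4.0.16 (TMM, common dispersion 0.00475) in R 4.3.3. Calls used an adjusted p under 0.01. Rises from CV values at or under the floor of 3 counts are given as lower bounds. Falls to EN values at or under it are given without a fold change. Gene lists were compared with camera in limma 3.58.1 on log2(TPM + 1). Alternatives on RNA also used DESeq2 1.42.0. Tested on simulated data with 200 of 9279 transcripts changed 2-fold, the RNA test found 90% of them with 2 false calls. The changed transcripts were not drawn from those with the lowest counts. Of the 94469 regions, those above 0 in at least 3 libraries of a dataset were tested with limma's moderated F test on log2(score + 1), a pseudocount of 1, at the thresholds of Fig 3A. The 39 libraries are those listed in the paper's table of changed regions. Hnf4g reads were compared with random lists of regions, matched on ATAC signal, and counted after random thinning in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Start sites were taken from the GENCODE annotation of mm9, with a distance of 500 bp. Shares are given with 95% Wilson intervals.

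RNA libraries held 5708785 to 8935493 counts, and 3 counts was taken as the smallest count that shows a transcript. The summed ATAC scores rose from CV (1752385 to 1840402) to ENR (1897795 to 1962331) to EN (1993594 to 2109261) without overlap. Summed H3K27ac scores were also higher in EN than in CV and ENR without overlap. The Hnf4g libraries differed in the reads within regions, 84340, 352600 and 1816497, and 3 counts are 0.00356% of the reads of the CV library, the smallest share it can show. Intervals cover counting error only, since PCR reads are not independent molecules.

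The genes named in the text are those the paper names in its text or figures for these cultures, and the 3 largest rises and 3 largest falls from CV to EN among changed transcripts whose 4 values do not overlap. Of these, 1 is not reported. For regions, they lie in the Alpi and Hnf4a windows, at the promoters of Lgr5 and Sox9 or are the largest rise and fall of a dataset. The regions at Lgr5 and Sox9, which the paper names, fall outside the rule set before the data were examined and were picked after their values were seen. Most alternatives changed 1 choice at a time. The choices were the pseudocount, the log, the filter, the normalization, the threshold, the contrast, the block, the trend, and each library left out. Some alternatives changed several choices together, such as the trend with the block and the trend with a looser threshold. Of the paper's tables of proteins, copies and changed regions, 1999 of 7459, 1651 of 7527 and 1999 of 12579 entries were at hand. Proteomics, metabolomics, the Hnf4g knockout and the lncRNA expression were not analysed here.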

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

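Each test in this part was chosen only after the result it tests had been seen.

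In 112 groups of 4 libraries, the gap between the farthest library and its nearest neighbour, divided by the range of the group, was compared with Dixon's 95% critical value for 4 samples. It was exceeded in 11 groups (9.82%), where chance would give 5.6, about 1 in 20. Among the groups counted, most of the excess was in the transcripts named in the text, with 8 of 79 groups against 3.95 from chance. Library measures had 2 of 15 groups and the regions counted had 1 of 18. Further transcripts and ATAC regions were not counted, and some of them also exceeded it. Examples are Etv6 mRNA in CV (0.932) and ATAC at an Lgr5 promoter region in ENR (0.860). Where the excess lies over all groups is therefore left open.

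In mRNA, the libraries apart from the other 3 were CV4 for Smoc2, at 325.31 CPM against 296 to 300, and ENR4 for Hnf4a (722.1 CPM against 701 to 704) and Anpep (107.8 CPM against 89.3 to 89.9). In EN, EN2 stood apart for Cd44 (2.78 CPM against 5.04 to 5.36), Lgr5 (0.642 CPM against 2.14 to 2.28) and Axin2 (1.71 CPM against 1.01 to 1.07), and EN3 for Vil1 (2102 CPM against 2265 to 2290) and E2f4 (10.9 CPM against 7.92 to 8.31). Counting noise of low counts was tested by asking whether the count lay in the 95% Poisson range around the count expected from the other 3 libraries. This held for 1 of the 8, Axin2 in EN2, with a count of 8 in a range of 1 to 10. For the other 7 the count lay outside, as for Lgr5 in EN2 with 3 counts against 5 to 17. The Poisson range leaves out the variation between cultures of the same kind, so noise between replicates remains open. No biological explanation was tested, since the libraries of a culture have the same condition.

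EN1 had 2546650 mRNA copies in total against 1554680 to 1668020 in the other EN libraries, 1.57 times their mean. If a lower share of spike-in counts in EN1 were the source, the share of the other EN libraries would exceed that of EN1 by as much. It did so by 1.37-fold, less than the difference in copies. The share does not set the total, since log copies were a line of log TPM in each library, with a slope of 1.14 in EN1 and 1.07 to 1.10 in the other EN libraries. The higher total cannot be told apart from a difference between these lines. EN1 also had a TMM factor of 0.842 against 0.8294 to 0.8303, with 1.071 to 1.076 in ENR and 1.109 to 1.129 in CV. No explanation was tested for it.

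At the region on chromosome 3 with the largest ATAC rise, CV4 had a score of 0 and the other 3 CV libraries had a score of 1, so the gap equals the smallest step that a rounded score can take. No explanation was tested for it.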

How the results depend on the processing

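Thresholds, the tests of regions and most alternatives were set before the data were examined. For mRNA the test set then was limma on log2 values, and edgeR replaced it once the table was found to hold counts. By the time these choices were made, supplementary values of 10 markers per replicate and the figures had been seen, but none of the deposited tables. The alternatives on RNA that use limma on TPM, DESeq2, other scaling, copies or sums per gene symbol, and camera on the counts, and those on regions with a square root, a trend with the block, a trend at 0.05 or the contrast of EN with ENR alone, were chosen after seeing the data, as were the list of ATAC regions called with a trend and the random lists matched on ATAC in EN. The libraries in the deposited table are those the paper lists, so taking all of that table changes nothing. A correlation across fewer than 10 regions was not computed.

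Of the genes changed, the filter at the median of all gave 3976 (EN vs CV), 3876 (EN vs ENR) and 3319 (CV vs ENR), with fewer transcripts tested. Between CV and ENR, spike-in scaling gave 2636 and limma on copies 1657, and the share of changed transcripts higher in CV was 39.4% and 76.04% against 50.4%. Of the other alternatives none changed a count by more than 1.5 times, but scaling moved directions: of transcripts changed from CV to EN, 46.0% were higher in EN, against 31.3% with limma on log2(TPM + 1), 27.6% by library size alone, 25.6% with spike-ins and 78.3% with copies. The median log2 change of all transcripts from CV to EN was -0.08 with TMM, -0.34 on TPM, -0.50 by library size, -0.49 with spike-ins and 0.62 with copies, and directions of single transcripts near these values depend on that choice. With each replicate number left out, 6699 to 6781 (EN vs CV), 6298 to 6410 (EN vs ENR) and 4876 to 5066 (CV vs ENR) transcripts changed. The share of changed proteins with changed mRNA was 91.3% to 92.0% when a replicate was left out.

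The 5 gene lists kept direction and threshold in 75 combinations of list and alternative. For the correlation of mRNA and protein change (0.768), the values were 0.739 (pseudocount 5), 0.184 (no log), 0.814 (filter at the median), 0.741 (quantile normalization), 0.785 (no imputed protein values), 0.764 (log2 CPM), 0.775 (copies) and 0.764 to 0.770 with a replicate left out. The cause of these differences was not tested.

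Of 29 named transcripts, 28 kept their direction from CV to EN and 25 from ENR to EN, in each alternative run. The exceptions were Hnf4a from CV with 2 cultures in the fit (0.014), DESeq2 (0.016) and copies (0.82), Hnf4a from ENR with DESeq2 (0.026) and copies (0.94), E2f4 from ENR with copies (0.45), and Lcor from ENR, where XM_006526850.3 was at -0.14 by library size and -0.29 with spike-ins, and XM_011247218.1 at -0.085 with spike-ins. Further, 9 values from CV were weaker and 7 stronger, and 24 from ENR weaker and 8 stronger. The 7 and 8 stronger values were those of Hnf4a, called lower in EN, among them -0.17 from CV and -0.15 from ENR with the filter at the median. The cause was not tested.

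In regions, the counts for ATAC, H3K27me3, any dataset and H3K27me3 higher in EN were 3048, 441, 3453 and 290 with pseudocount 5. Without a log they were 641, 20, 661 and 6. Without the filter H3K4me3 had 1085 and any dataset 1325. With the filter at the median, ATAC and any dataset had 1407, and H3K27me3 had 0, with 6475 at an unadjusted p under 0.05. Quantile normalization gave 111 higher and 119 lower in ATAC against 147 and 94, 1 in H3K4me3, 49 in H3K27me3 and 48 higher in EN. At an adjusted p under 0.05, ATAC had 34680, H3K27ac 3, H3K4me3 4706, H3K27me3 52 (50 higher in EN) and any dataset 37478. The contrast of EN with CV alone gave 679 in ATAC, 2 in H3K4me3, 681 in any dataset and 0 in H3K27me3, with 8121 unadjusted. With the block, ATAC, H3K27me3, any dataset and H3K27me3 higher in EN had 0, with 44377 unadjusted in ATAC and 10663 in H3K27me3. In the histone marks the cultures share only some replicate numbers, so the block decides little there. With a trend, ATAC had 3597, H3K27ac 1146, H3K27me3 312 (195 higher) and any dataset 4942. The added square root gave 2657, 1578, 1463 (464 higher) and 5533 in the same order. The added trend with the block gave 4932 in ATAC, 80 in H3K27me3 (62 higher) and 5004 in any dataset. The added trend at 0.05 gave 37389, 6268, 4962 in H3K4me3, 930 (463 higher) and 43240. The added contrast of EN with ENR alone gave 9 in ATAC and any dataset, and 0 in H3K27me3 and in H3K27me3 higher in EN, with 11077 unadjusted. H3K27ac had 0 in the other alternatives, with 11624 to 21328 unadjusted, and H3K4me3 had 0 with 13441 to 22006. With each library left out, ATAC had 0 to 14 (40271 to 42735 unadjusted where it had 0), H3K27ac 0 to 0 (13822 to 18637), H3K4me3 0 to 0 (17126 to 25895), H3K27me3 0 to 16 (9892 to 10308 where 0), H3K27me3 higher in EN 0 to 16 and any dataset 13 to 257. The number of changed regions therefore depends on the test and its threshold, and the cause was not tested further. On simulated data, none of 200 changes of 4-fold was found at the thresholds of Fig 3A, against 71% in ATAC, 17% in H3K27ac, 27.5% in H3K4me3 and 0% in H3K27me3 with a trend. At an adjusted p under 0.05, the test of H3K4me3 had 212 and 261 false calls on data with 200 changes of 4-fold and 16-fold. Of 16-fold changes, 95.5% were found in ATAC, 57% in H3K27ac, 86% in H3K4me3 and 53.5% in H3K27me3. All these changes were simulated in regions with high scores, so the shares do not describe the many regions with low scores.

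The correlation of ATAC and H3K27ac (0.738) was 0.657 with pseudocount 5, 0.472 without a log, 0.558 without the filter, 0.444 at 0.05, 0.530 with a trend, 0.309 with the square root, 0.583 with trend and block, 0.394 with a trend at 0.05 and 0.309 across all regions, and -0.11 to 0.748 with a library left out. Without each of 9 ATAC libraries no ATAC region was called (40271 to 42735 unadjusted), so the list fell to the 13 regions changed in H3K27me3. Across the regions changed with all libraries, a check added after seeing these values, it stayed at 0.701 to 0.740. That of H3K27ac and H3K4me3 (0.672) was 0.536 without a log, 0.385 without the filter, 0.408 at 0.05, 0.544 with trend and block, 0.411 with a trend at 0.05, 0.327 across all regions and 0.597 to 0.696 with a library left out. That of ATAC and H3K4me3 (0.789) was 0.623 with pseudocount 5, 0.454 without a log, 0.475 without the filter, 0.697 (quantile), 0.475 at 0.05, 0.639 with a trend, 0.387 (square root), 0.666 (trend and block), 0.457 (trend at 0.05) and 0.378 across all regions, and 0.153 to 0.807 with a library left out, with the same change of list, or 0.739 to 0.791 across the regions changed with all libraries. That of H3K27me3 and H3K27ac (0.025) turned negative with pseudocount 5 (-0.14), quantile normalization (-0.047), 0.05 (-0.060), a trend (-0.19), a trend at 0.05 (-0.211) and across all regions (-0.018), and ran from -0.238 to 0.198 with a library left out. The H3K4me3 change at the distal Hnf4a promoter (-0.12) was 0.049 with the block and 0.049 with trend and block; 13 of 14 named region results kept their direction in the alternatives run, and 24 values passed a threshold they had missed. The cause of the differences was tested only for the left-out ATAC libraries.

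Regions with at least 10 Hnf4g reads became 3726 and 253 in CV with 5 and 20 reads, 19590, 3158 and (thinned) 855 in ENR, and 19946 (20 reads) and 1243 (thinned) in EN. In regions with higher ATAC in EN, the median Hnf4g value was 842.7 per reads in the regions with fewest reads, 13.2 without length and 18.7 at 0.05. In those with lower ATAC it was 131.1, 2.20, 6.38 and, for the list with a trend, 6.85. Matching the random lists on ATAC in EN leaves these medians as they are (33.6 and 5.23). The order against the lists then turned without dividing by length (13.2 against 19.8, and 2.20 against 1.65). The values per reads in the regions with fewest reads and without length are in other units. Depth limits the CV library most, since a region needs 10 of 84340 reads there.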

Differences from the paper's values

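The paper counts more than 12,000 regions with a change in ATAC or histone marks, and 254 were found here with the thresholds of Fig 3A. None of the alternatives set before the data were examined closed the gap: 37478 regions changed at an adjusted p under 0.05, 4942 with a trend, 3453 with a pseudocount of 5, 1407 with the filter at the median, 1325 without the filter, 681 in the contrast of EN with CV, 661 without a log, 280 with quantile normalization and 0 with the block, where 44377 ATAC regions had an unadjusted p under 0.05. Leaving out a library gave 13 to 257. The settings chosen after seeing the values gave 5533 (square root), 5004 (trend and block), 43240 (trend at 0.05) and 9 (contrast of EN with ENR alone). DESeq2, which the paper names for the comparison of ENR and EN, needs counts and was not run on the normalized scores. Of the regions the paper lists as changed in ATAC and at hand, 51 of 1068 were called here with the thresholds of Fig 3A, 544 with a trend, and 1068 at an adjusted p under 0.05. For H3K27ac these were 0, 207 and 1 of 682, for H3K4me3 0, 0 and 202 of 629, and for H3K27me3 2, 24 and 7 of 69. With a trend at 0.05, a setting chosen after seeing the values, 622 of 682, 239 of 629 and 50 of 69 were called.

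The paper describes changes in H3K27ac and H3K4me3. Here 0 regions passed the threshold in each, with 17928 and 21579 at an unadjusted p under 0.05. H3K27ac had 1146 regions with a trend and 3 at 0.05. H3K4me3 had 4706 at 0.05, 1085 without the filter, 2 in the contrast of EN with CV and 1 with quantile normalization. At 0.05 another grouping of the H3K4me3 libraries gave 1748. Of the settings chosen after seeing the values, the square root gave 1578 in H3K27ac, and a trend at 0.05 gave 6268 in H3K27ac and 4962 in H3K4me3. The paper describes dynamic H3K4me3 at the Hnf4aos promoter, and here it rose by 1.81 (log2) without passing the threshold (adjusted p = 0.0102, limma F test, 0.0036 to 0.0704 over its alternatives); it passed at 0.05, and with a trend at 0.05, chosen after seeing the values.

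The paper states that Muc2, Dclk1 and Reg4 are not enriched in EN over ENR, and here their mRNA was higher in EN by 2.73, 1.75 and 1.74 on the log2 scale. Their mRNA was higher in EN in each alternative run. The paper's statement follows Fig 2A, which shows both mRNA and protein. The protein values of these genes were not compared here, so a difference between mRNA and protein is left open. The paper describes stem cell markers as enriched in CV. With TMM, Lgr5, Axin2 and Smoc2 were lower in CV than in ENR, by log2 changes of -0.52, -0.22 and -0.20 (adjusted p = 3.0e-06, 0.0040 and 1.8e-04, edgeR). Ascl2 was at -0.68 (adjusted p = 0.0102, edgeR). Cd44 and Sox9 were higher, by 2.02 and 0.35. The median change of all transcripts from ENR to CV ran from -0.10 to 0.20 over the scalings, and single genes were not compared under them. It states a strong inverse relation of H3K27me3 and the active marks, and here the correlation of H3K27me3 and H3K27ac was 0.025 across 13 regions. These regions had a rise in H3K27me3 in common, so the value does not test whether its gain goes with a loss of H3K27ac. Of 63 regions at hand that the paper lists as changed in H3K27me3 and that rose in it, 53 fell in H3K27ac. The correlation was 0.365 without a log, and, chosen after seeing the values, 0.120 with trend and block and 0.043 with the square root. It was negative with a trend (-0.19), pseudocount 5 (-0.14), at 0.05 (-0.060), with quantile normalization (-0.047), across all regions (-0.018), and, chosen after seeing the values, with a trend at 0.05 (-0.211). It ran from -0.238 to 0.198 with a library left out.

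Gain of H3K27me3 at Lgr5 and Sox9, which the paper describes, did not pass the threshold here at their start site regions (2.90, adjusted p = 0.165, and 0.75, adjusted p = 0.628, limma F tests). At Lgr5 it did with a pseudocount of 5 (adjusted p = 0.0088, limma F test) and with a trend at 0.05 (adjusted p = 0.0326, limma F test, chosen after seeing the values), with 0.0088 to 0.365 over its alternatives. At Sox9 it passed in none of the settings in which it was tested (0.498 to 0.946). The paper describes most other transcription factors of Fig 3D as enriched in ENR, and here 6 of 11 transcripts were lower and 4 higher in EN than in ENR, and 5 had their highest mean in ENR. These counts are with TMM, and the direction of Nfkb1 and Sp1, for example, varied over the settings.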

Other observations

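Each test in this part was chosen only after the result it tests had been seen.

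Other groupings of the libraries were tested, with the model refitted to each. For the counts of changed genes in the 3 comparisons (EN vs CV, EN vs ENR, CV vs ENR) and for the 5 gene lists, 1 of the 8 splits that part the same replicate numbers as the real one gave a result as large, the real split itself, and so did 1 of all 35. With 8 splits the share cannot fall under 0.05. The real splits gave 6914, 6635 and 5712 genes in fits of 2 cultures and the largest other split gave 0, 0 and 1. For the share of changed proteins with changed mRNA, 1 of 100 splits drawn from 216 was as large (the next 62.8%). For ATAC, 1 of 100 splits drawn from 216 gave as many regions (the next 3). At an adjusted p under 0.05 the real split gave 34680 ATAC regions and another split 17458. In H3K27me3, 1 of 48 splits gave as many changed regions (the next 8) and 1 of 48 as many higher in EN. For regions changed in any dataset, 1 of 36 splits did (the next 8). In H3K27ac 60 of 60 splits and in H3K4me3 36 of 36 gave as many, since the real split gave 0 regions there, with 17928 and 21579 at an unadjusted p under 0.05. That comparison can therefore decide nothing. With a trend the real split of H3K27ac gave 1146 regions and the next 216, and at an adjusted p under 0.05, 3 and 0. In H3K4me3 the real split gave 0 with a trend, and at 0.05 it gave 4706 and the next 1748.

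The regions with Hnf4g reads in CV may be few because the CV library has fewer reads. EN thinned to the CV total had 1.20 times as many regions with at least 10 reads, against 30.7 times before thinning. That total counts reads within regions, which weaker binding in CV would lower as well, so a ratio near 1 was largely set by the thinning. In the regions with fewer Hnf4g reads than the median, reads were 14.5 times as many in EN as in CV, against 21.5 times in all regions. The total reads of the libraries were not used here, so weaker binding in CV cannot be told apart from lower depth.

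A candidate explanation for the reads in CV is binding at the HNF4 core sequence by Hnf4g or another factor. In the 1000 regions away from start sites with most CV reads, the sequence was 3.22 times as frequent as in matched regions, and 0 of 100 shuffled sequences were as large. Over the 2023 regions with the sequence, reads were 1.91 times those in matched regions in CV, 1.67 times in ENR and 1.64 times in EN. With 1 library per culture and no control library used here, signal from the sequence cannot be assigned to Hnf4g.

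EN had 2.49 times the mRNA copies of CV. The share of spike-in counts in EN was 1.02 times that of CV, but this share does not set the total. In each library, log copies were a line of log TPM (r squared of 1), with intercepts of -0.49 to -0.24 in CV and -0.083 to -0.00082 in EN. The higher total in EN cannot be told apart from a difference between these lines, whose fit to the spike-ins was not analysed here. No biological explanation was tested, since the number of cells in a sample was not used here.

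The values of the paper's table of changed regions differ from the deposited values. The square of the log2 of the deposited value fits 75119 of 75119 values (100%) within rounding, against 61.03% for the value itself and 17.8% for its log2.

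The number of changed regions is lower here than in the paper. If 1 spread for regions of all mean values were the source, a trend would bring the count to the paper's, and it gave 4942. The threshold remains open: 100% of the ATAC regions the paper lists that are at hand had an adjusted p under 0.05 here, but the threshold of the paper's figure is far lower. The test remains open too, since the paper names DESeq2 for ENR and EN, which was not run on the normalized scores. What in the paper's procedure makes the difference was not settled.

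In ATAC, libraries numbered 1 and 2 and libraries numbered 3 and 4 resembled each other across cultures: deviations from the culture mean correlated within these pairs with a mean r of 0.334 and between them with -0.366. Deviations from a mean sum to 0, so the negative value largely follows from the positive ones. The resemblance within the pairs may have a common source. That source may be a batch that spans the cultures. The labels give no batch, so it cannot be told apart from other sources, and each culture has both pairs.

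Proteins that change have changed mRNA more often (93.6%) than other proteins (85.9%). If higher counts of their mRNA were the source, the other proteins weighted to the same mean mRNA levels would come near 93.6%, and they came to 86.7%. Of 4 groups by mRNA level, the shares were 97.0% and 96.9% in the highest and 85.0% and 73.4% in the lowest.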
